# LRH-1 drives colon cancer cell growth by repressing the expression of the *CDKN1A* gene in a p53-dependent manner

**DOI:** 10.1093/nar/gkv948

**Published:** 2015-09-22

**Authors:** Holly B. Kramer, Chun-Fui Lai, Hetal Patel, Manikandan Periyasamy, Meng-Lay Lin, Stephan M. Feller, Frances V. Fuller-Pace, David W. Meek, Simak Ali, Laki Buluwela

## Abstract

Liver receptor homologue 1 (LRH-1) is an orphan nuclear receptor that has been implicated in the progression of breast, pancreatic and colorectal cancer (CRC). To determine mechanisms underlying growth promotion by LRH-1 in CRC, we undertook global expression profiling following siRNA-mediated LRH-1 knockdown in HCT116 cells, which require LRH-1 for growth and in HT29 cells, in which LRH-1 does not regulate growth. Interestingly, expression of the cell cycle inhibitor p21 (*CDKN1A*) was regulated by LRH-1 in HCT116 cells. p21 regulation was not observed in HT29 cells, where p53 is mutated. p53 dependence for the regulation of p21 by LRH-1 was confirmed by p53 knockdown with siRNA, while LRH-1-regulation of p21 was not evident in HCT116 cells where p53 had been deleted. We demonstrate that LRH-1-mediated p21 regulation in HCT116 cells does not involve altered p53 protein or phosphorylation, and we show that LRH-1 inhibits p53 recruitment to the p21 promoter, likely through a mechanism involving chromatin remodelling. Our study suggests an important role for LRH-1 in the growth of CRC cells that retain wild-type p53.

## INTRODUCTION

Colorectal cancer (CRC) is one of the most commonly diagnosed cancers worldwide (1). Although five-year survival rates over the last 40 years have greatly improved in many countries, CRC remains the second most common global cause of cancer deaths. CRC development occurs sequentially through the accumulation of genetic changes or mutations, resulting in unrestrained cellular proliferation and survival (2,3). The genetic changes leading to CRC are well defined, with aberrant activation of the Wnt/β-catenin signalling pathway and loss of the tumour suppressor p53 being especially important.

Liver receptor homologue 1 (LRH-1; also known as NR5A2) is a member of the NR5A, or Ftz-F1, sub-family of nuclear receptors (NRs) (4). LRH-1 is expressed in tissues of endodermal origin, including the intestine, pancreas, liver, ovaries and testes, as well as the adrenal gland and placenta (4–9). The Ftz-F1 sub-family feature a region known as the Ftz-F1 box, a 26aa motif located C-terminal to the DNA binding domain (DBD). NRs containing this region are able to bind to a 9 bp DNA consensus sequence, 5′-YCAAGGYCR-3′ (where Y is any pyrimidine and R is any purine) as monomers (4,10). While there is evidence that LRH-1 activity is regulated by binding of phospholipids in the ligand binding domain (LBD) (11–14), it is generally classed as an orphan NR. The LRH-1 LBD is held in a permanently active conformation (15), and its activity is primarily regulated by transcriptional co-activators, such as peroxisome proliferator-activated receptor γ coactivator-1α (PGC-1α), and co-repressors, such as the atypical NR small heterodimer partner (SHP; also known as NR0B2) (16,17). Homozygous deletion of LRH-1 is embryonic lethal at day E6.5 in mice, demonstrating its importance in development (18,19), and LRH-1 regulates the expression of octamer binding transcription factor 4 (Oct4), a transcription factor required for the maintenance of pluripotency in embryonic stem cells (18). Strikingly, LRH-1 can substitute for Oct4 in the reprogramming of murine somatic cells to induced pluripotent stem cells through regulation of Nanog, an important factor for maintaining pluripotency (20). Roles for LRH-1 have also been established in the regulation of bile acid and cholesterol homeostasis in the liver (4,21), in steroid hormone biosynthesis in the ovary (22), and in the maintenance of pregnancy (23).

LRH-1 has also been implicated in cancer development. Genome wide association studies have shown a link between LRH-1 and pancreatic cancer (24), and down-regulation of LRH-1 in pancreatic cancer cell lines inhibits proliferation, thought to be due to reduced expression of c-Myc and the cyclins D1 and E1 (25). LRH-1 expression is frequently detected in breast tumours and surrounding adipose tissue, and expression of LRH-1 with estrogen receptor α (ERα) is positively associated in human breast carcinoma tissues and in breast cancer cell lines (26–29). In breast cancer associated stroma, LRH-1 regulates expression of the cytochrome P450 aromatase (*CYP19*) enzyme by binding to promoter II of the *CYP19* gene, thereby contributing to the local biosynthesis of estrogen from 19 carbon steroids (30,31). In breast cancer cells, LRH-1 expression is induced by estrogen, via ERα, and LRH-1 regulates breast cancer cell growth (26,28). Regulation of growth involves direct modulation of ERα expression (28), stimulation of ERα recruitment to DNA, possibly by promoting co-factor recruitment and remodelling of chromatin to a more open state (32), and LRH-1 recruitment to regulatory regions of genes that enhance cell growth (33). LRH-1 also promotes breast cancer cell motility and invasion (34).

In the colon, LRH-1 has been implicated in intestinal tumour formation. Mice heterozygous for an adenomatous polyposis coli (APC) mutation and a LRH-1 inactivating mutation developed fewer intestinal tumours than mice harbouring the APC mutation only, and LRH-1 heterozygous mice developed fewer azoxymethane-induced aberrant crypt foci (35). LRH-1 is highly expressed in the intestinal crypts. In the crypts of mice heterozygous for LRH-1, reduced expression of cyclins D1 and E1, as well as reduced DNA synthesis, has been described. Promotion of the proliferation of intestinal cells by LRH-1 required synergism with β-catenin on the cyclin E1 and D1 gene promoters (36). In CRC cells, LRH-1 also regulates the expression of Cyp11A1 and Cyp11B1, steroidogenic enzymes that play a key role in regulating levels of immunomodulatory glucocorticoids, which act to suppress host immune responses (37).

To further investigate the mechanisms of LRH-1 action in CRC, we undertook gene expression microarray profiling in two CRC cell lines following siRNA-mediated LRH-1 knockdown to define the LRH-1 transcriptome. Pathway analysis of differentially regulated genes identified an important role for LRH-1 in the regulation of the cell cycle inhibitor p21. Interestingly, regulation of p21 by LRH-1 was dependent on p53 and was not observed if the p53 gene was mutated or deleted. Collectively, this work demonstrates a novel role for LRH-1 in the regulation of p21 levels in CRC that retain wild-type p53, and identifies LRH-1 as a potential target for the treatment of these tumours.

## MATERIALS AND METHODS

### Cell culture

Cell lines were obtained from the American Tissue Type Culture Collection and were maintained in the recommended culture media. HCT116 p53^−/−^ cells were kindly provide by Dr. B. Vogelstein (38). HCT116 and HCT116 p53^−/−^ cells were maintained in McCoy's 5A medium. HT29, LOVO and HCA46 cells were cultured in DMEM. H1299 cells were maintained in RPMI-1640 medium. All media were supplemented with 10% FCS.

### Plasmids

The Renilla luciferase reporter gene plasmid was pRL-CMV (Promega, UK). The p21 promoter firefly luciferase reporter plasmid, p21-Luc has been described (39), as has the p53 plasmid (40). HA-tagged LRH-1 (pCI-HA-LRH-1) was generated from pCI-LRH-1 (13), as described (32). pCI-HA-LRH-1 G95W was generated by site-directed mutagenesis using the Quickchange kit (Stratagene, UK), using oligonucleotides having the sequence 5′-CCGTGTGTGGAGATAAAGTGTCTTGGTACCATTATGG-3′.

### Reporter gene assays

H1299 cells, seeded in 24-well plates, were transfected with 100 ng of p21-luc, 1 ng p53, 1–100 ng LRH-1 and 10 ng of the renilla luciferase plasmid, pRL-CMV, using FuGENE HD (Promega). Luciferase activities were determined after 24 h, using the Dual-Glo Luciferase Assay kit (Promega). To control for transfection efficiency, firefly luciferase activities were calculated relative to Renilla luciferase activities.

### siRNA transfections

Cells were transfected with double-stranded RNA oligonucleotides to a final concentration of 5nM, using Lipofectamine^TM^ RNAiMAX (Invitrogen, UK) and the reverse transfection method, according to manufacturer's instructions. ON-TARGETPlus siRNAs for LRH-1 (Dharmacon, UK) have the sequences: 5′-AGAGAAAUUUGGACAGCUA-3′ (#1) and 5′-GGAGUGAGCUCUUAAUCCU-3′ (#2). Silencer Select siRNAs for TP53 (Ambion, UK) have the sequences: 5′-GUA AUC UAC UGG GAC GGA ATT-3′ (#1) and 5′-GAA AUU UGC GUG UGG AGU ATT-3′ (#2). siLUC control (P-002099–01–20; Dharmacon) was used as a negative control.

### Cell proliferation assays

Cell growth was determined using the sulphorhodamine B assay (SRB) (41). siRNA-transfected cells were seeded at a density of 3 × 10^3^ cells/well in 96-well plates. On the day of measurement, cells were fixed by the addition of 100 μl ice-cold 40% trichloroacetic acid (TCA), followed by incubation at 4°C for 1 h. Cells were washed in ddH_2_O and stained with 100 μl 0.4% SRB dye in 1% acetic acid for 1 h. Cells were washed five times in 1% acetic acid and air dried. Bound dye was solubilized by addition of 100 μl of 10 mM Tris-base. Absorbance was read at 492 nm.

### Real-time quantitative polymerase chain reaction

RNA was collected using RNeasy Mini Preparation Kit (QIAGEN, UK) according to the manufacturer's instructions. cDNA was synthesized from 2 μg RNA using RevertAid^TM^ M-MuLV reverse transcriptase (Fermentas, UK). Obtained cDNA was diluted 1:10 and 2 μl was used in each PCR. Gene expression analyses were carried out using an Applied Biosystems 7900HT Fast Real-Time PCR System with TaqMan^®^ gene expression assays (Applied Biosystems, UK) for LRH-1 (Hs00892377_m1), CDKN1A (Hs00355782_m1), TP53 (Hs01034249_m1) and GAPDH (Hs99999905_m1).

### Electrophoretic mobility shift assay (EMSA)

*In vitro* transcription of LRH-1 and LRH-1 G95W expression plasmids was performed with the T7 RNA polymerase kit (Invitrogen). RNA was *in vitro* translated using the Rabbit Reticulocyte Lysate System (Promega), according to manufacturer's instructions. EMSA was carried out as described previously (32).

### Western blotting

Whole cell lysates were prepared in radioimmune precipitation (RIPA) buffer (Sigma-Aldrich), supplemented with protease and phosphatase inhibitor cocktail tablets (Roche, UK), and protein concentration was determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, UK). Western blotting was performed using 20 μg of protein lysate, as previously described (42). Antibodies for LRH-1 (ab41901), Bax (ab32503), p53-phospho-ser15 (ab1431), Mdm2 (ab16895) and β-actin (ab6276) were purchased from Abcam, UK. p21 (sc-397) and p53 (sc-126) were from Santa Cruz Biotechnologies, USA. p53-phospho-ser33 (#2528), p53-phospho-ser392 (#9281) were purchased from Cell Signaling, UK.

### Co-immunoprecipitation (Co-IP)

Co-IPs were carried out using the ImmunoCruz™ IP/WB Optima E System (Santa Cruz, UK), according to the manufacturer's instructions, with 1 mg whole cell lysate prepared by RIPA extraction for each IP. 2 μg of LRH-1 antibody or normal mouse IgG (Invitrogen) was used per IP. Following immunoprecipitation, samples were heated at 100°C for 3 min and 10 μl of immunoprecipitated complex was used for Western blotting. HRP conjugated ImmunoCruz™ E antibody was used as the secondary antibody.

### Chromatin immunoprecipitation (ChIP)

For transient transfections, HCT116 cells seeded in 15 cm dishes for 24 h were transfected with 5 μg pcDNA vector or pCI-HA-LRH-1 and 10 μg BSM carrier DNA using FuGENE HD. Lysates were prepared after 48 h. For siLRH-1 ChIP analysis, cells were transfected with LRH-1 siRNA and lysates were prepared 24 h after transfection. Where appropriate, cells were treated with DMSO or 10 μM etoposide for 24 h. ChIP was performed as previously described (28,32). ChIP primers have also previously been described (28,32,43). Antibodies for H3 (ab1791), H3K9Ac (ab4441), H3K27Ac (ab4729), H3K4me3 (ab8580) and H3K9me3 (ab8898) were purchased from Abcam, UK.

### Gene expression microarray analysis

HCT116 and HT29 cells were transfected with LRH-1 siRNA #1, #2 or with siLUC. Total RNA was prepared 24 h later using the RNeasy Mini Preparation Kit (QIAGEN). Following assessment of RNA integrity, four independent biological replicates for each siRNA treatment were used for microarray analysis. The analysis was performed using HumanHT-12 v4 Expression BeadChip (Illumina, UK). The BeadChip image data were pre-processed using GenomeStudio (Illumina). Raw data were filtered prior to normalization to remove non-expressed probes (if for a given probe the detection *P*-values for all samples were >0.05 it was considered not expressed). The expression data were log_2_ transformed and quantile-normalized using Partek Genomics Suite (Partek, USA). The microarray data have been deposited with the NCBI Gene Expression Omnibus (GEO) (http://ncbi.nlm.nih.gov/geo/) under accession number GSE65815. Pathway analyses were performed using the database for annotation, visualization and integrated discovery (DAVID; http://david.abcc.ncifcrf.gov) (44,45).

## RESULTS

### Differential regulation of CRC cell growth by LRH-1

Given the described role of LRH-1 in CRC, we investigated the importance of LRH-1 for CRC cell growth, following siRNA-mediated knockdown in two commonly used CRC cell lines, HCT116 and HT29. These lines were chosen since they show moderate or high LRH-1 expression (Supplementary Figure S1). Transfection with two independent LRH-1 siRNAs in HCT116 resulted in significant reduction in LRH-1 at both the mRNA and protein levels, which was accompanied by 85% (siLRH-1 #1) and 69% (siLRH-1 #2) growth inhibition relative to the control siRNA (siLUC) (Figure 1A–C). Interestingly, these siRNAs failed to elicit a substantial growth effect in HT29 cells (Figure 1D–F). It should be noted that several LRH-1 isoforms arising from alternative 5′ exon usage and/or alternative splicing yield LRH-1 polypeptides that differ in molecular mass by 5–10 kDa (28). Immunoblotting shows a 55 kDa LRH-1 polypeptide present in all CRC cell lines, expected to correspond to the 495aa LRH-1 variant. The larger 541aa variant 1 was absent in HCT116 cells.

**Figure 1.**
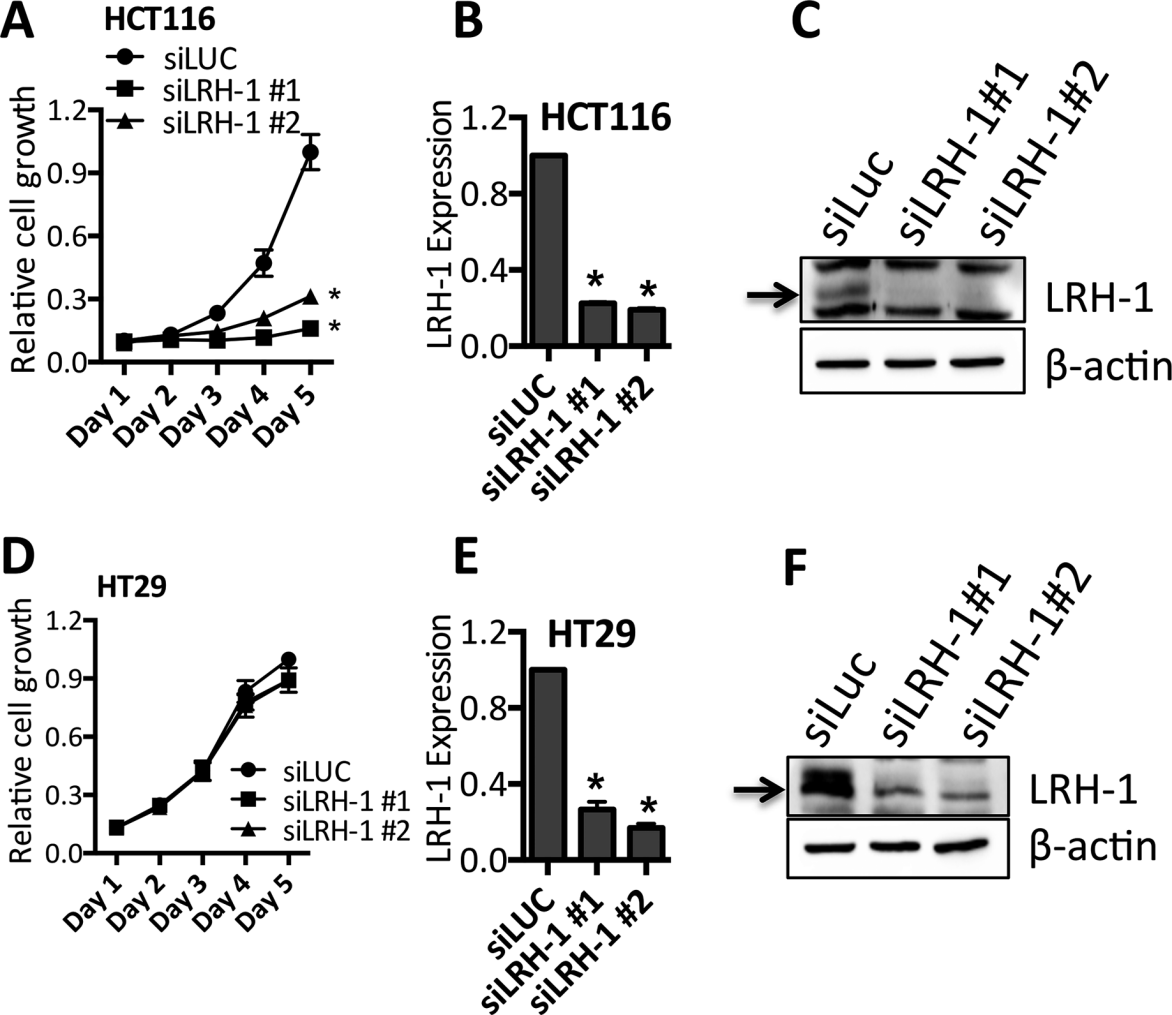
LRH-1 can regulate the growth of CRC cells. HCT116 and HT29 cells were transfected with two LRH-1 siRNAs. The non-targeting control siRNA (siLUC) served as a control for transfection. (**A**, **D**) The growth of cells transfected with siRNA was measured by SRB assay. (**B**, **E**) RNA prepared 72 h post-transfection was used in qRT-PCR for LRH-1. LRH-1 expression was normalised to GAPDH levels and is shown relative to expression in siLUC transfected controls. (**C**, **F**) Immunoblotting for LRH-1 and β-actin was carried out using lysates prepared 72 h following siRNA transfection. Graphical data show the means of three independent experiments, with error bars representing the SEM; * = *P* < 0.001.

### Gene expression microarray analysis for the identification of LRH-1 regulated genes in CRC cells

These results demonstrate a potential role for LRH-1 in the regulation of HCT116 growth, but do not provide a function for LRH-1 in HT29 cells. 

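RNA from HCT116 cells, a colorectal cancer line, was hybridised to 12 Illumina HumanHT-12 v4 arrays. The 3 groups of 4 arrays were cells transfected for 24 h with 5 nM of the control siRNA against luciferase (siLUC), of siLRH-1 #1 or of siLRH-1 #2. The methods describe the 4 samples of each group as independent biological replicates. The authors pre-processed the images in GenomeStudio, removed probes with a detection p above 0.05 in every sample, and then took log2 and quantile-normalized the values in Partek. These deposited log2 intensities were used here for 16381 probes. Array medians lay between 6.49 and 6.50, and the lowest correlation between arrays of one group was 0.996. Each siRNA was compared with siLUC in 1 limma model over the 12 arrays, with Benjamini-Hochberg adjustment over all probes, and a probe was counted as changed at an adjusted p under 0.05. Regulation by LRH-1 was taken as a change with both siRNAs in the same direction. A single gene symbol was given for 9910 probes and 72 more were named from the paper's own tables, which left 7520 genes when the brightest probe of each was kept. Those tables hold only probes that the authors called changed. Probes named this way, those of CCNE2, MT1A, HOXA10 and HYAL1 among them, entered the gene counts and lists through that call. The NR5A2 transcript, which encodes LRH-1, was not analysed here, so these values hold no measure of the knockdown itself. The number of arrays limits the precision of every value. The model also takes no account of 2 sets of arrays with nearly equal probe means, described among the additional observations.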

To identify LRH-1-regulated genes and to determine the possible mechanisms underlying the differential role of LRH-1 on growth in these cell lines, global gene expression profiling was undertaken following LRH-1 knockdown in both cell lines, using the Illumina HumanHT-12 v4 Expression BeadChip. Four independent RNA samples for each of the two LRH-1 siRNAs were analysed, to facilitate robust statistical analysis of the microarray data.

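Knockdown of LRH-1 changed 531 probes in the same direction with both siRNAs, and 436 named genes were among them. E2F5, an E2F family transcription factor, rose with a log2 fold change of 1.05 for siLRH-1 #1 and 0.58 for siLRH-1 #2 (standard error 0.064, adjusted p = 3.91e-11 and 4.82e-06 from limma). HAS3, a hyaluronan synthase, fell by 1.24 and 1.03 on the log2 scale (standard error 0.083, adjusted p = 1.55e-10 and 1.32e-07 from limma). Taken singly, siLRH-1 #1 changed 2813 probes and siLRH-1 #2 changed 936, which fell to 498 without siLRH-1 #2 replicate 1 and to 514 without siLUC replicate 2. The 936 became 367 with each probe's own variance, a setting fixed before the data were examined, and 1428 with a block for 2 sets of arrays, chosen after the data were seen. Lists of these sizes drawn independently would share 37.8 rising and 42.6 falling probes, while 304 and 227 were shared. The comparisons use the same siLUC arrays. In simulations with a shared control group, no change and independent noise on all arrays, the mean number of shared probes was 0. With no change almost no probe passes the adjustment, so this does not tell how much the real siLUC arrays add to the overlap. Across probes, which are not independent replicates, the log2 fold changes of the siRNAs correlated with r = 0.467, against up to 0.514 in the simulations and 0.184 to 0.452 when the siLUC arrays were split 2 and 2. Their covariance was 0.0104, against 0.00249 simulated on average and 0.00516 to 0.0102 when the siLUC arrays were split. The count of 531 fell to 305 without siLUC replicate 2, to 349 without siLRH-1 #2 replicate 1 and to 169 without both. With each probe's own variance it was 301. It was 567 with a block for 2 sets of arrays described among the additional observations, and 55 and 147 within the sets of 5 and 7 arrays.

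**Figure D1:**
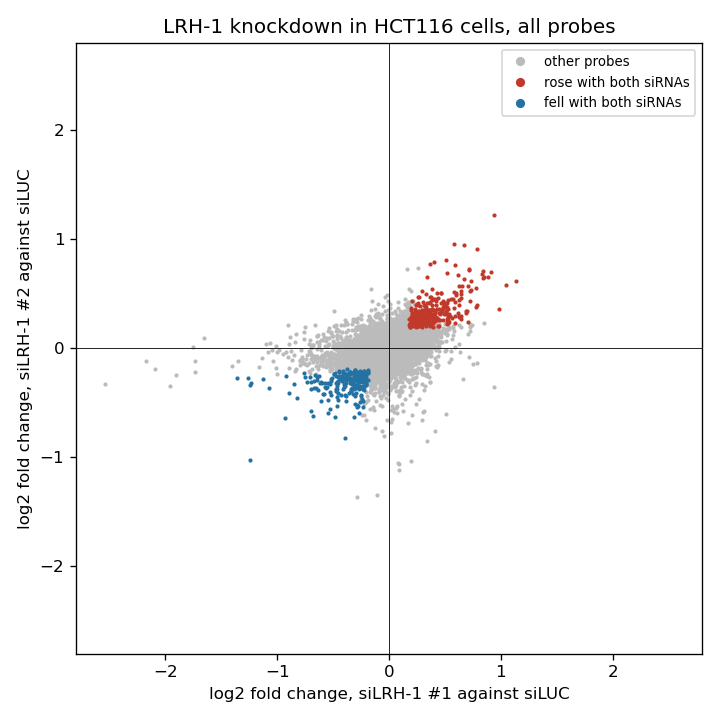
Log2 fold change of each of the 16381 probes with siLRH-1 #1 (horizontal axis) and siLRH-1 #2 (vertical axis), each against siLUC; every point is 1 probe. The 304 probes that rose with both siRNAs lie in the upper right and the 227 that fell in the lower left.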

Hierarchical cluster analysis of HCT116 cells identified 597 probes, representing 576 genes, whose expression was significantly altered (*P*-value with false discovery rate (FDR) <0.05) by the LRH-1 siRNAs (Figure 2A). The gene lists are provided in Supplementary Tables S1–S6. Expression of 225 (230 probes) of these genes, including LRH-1 (NR5A2), was significantly reduced, whilst a greater number, 351 genes (367 probes), were up-regulated following LRH-1 knockdown, suggesting that gene repression by LRH-1 is an important feature of its action in HCT116 cells. 

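Of the probes changed by both siRNAs, 304 rose and 227 fell, so that 57.3% rose (95% binomial interval 52.9 to 61.5, exact Clopper-Pearson, which treats probes as independent). Counted by gene, 250 rose and 186 fell. Among the 12 largest rises were MED28, a Mediator subunit, with log2 fold changes of 1.14 and 0.62 for siLRH-1 #1 and #2, and CLDN12, a claudin, with 0.94 and 1.22. HOXA10, a homeobox transcription factor, rose by 0.71 with each, and FGFR3, a fibroblast growth factor receptor, by 0.58 and 0.96. Among the 12 largest falls were DNMT3B, a DNA methyltransferase (−0.93 and −0.64), METTL3, an RNA methyltransferase (−0.70 and −0.58), FOSL1 (−0.82 and −0.46) and HYAL1, a hyaluronidase (−0.68 and −0.62). The rule that picked these 8 genes required an adjusted p under 0.05 in limma with both siRNAs. It also required all 8 knockdown arrays to lie on one side of all 4 siLUC arrays, so neither is a result about them. Of the 531 probes, 96 also differed between the siRNAs. DPM2 fell by 1.24 with siLRH-1 #1 and by 0.34 with siLRH-1 #2, a difference of −0.90 (adjusted p = 5.8e-09 from limma). The call of DPM2 with siLRH-1 #2 was lost with each probe's own variance (adjusted p = 0.0554). Only 1 probe, that of HAS3, changed more than 2-fold with both.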

In HT29 cells, 63% (272 of 435) of LRH-1-regulated genes were up-regulated upon LRH-1 knockdown (Figure 2B), similar to the proportion of the genes (61%) that were up-regulated in HCT116 cells. Real-time RT-PCR analysis for a selection of the identified genes confirmed regulation by LRH-1 in the two cell lines (Supplementary Figure S2).

**Figure 2.**
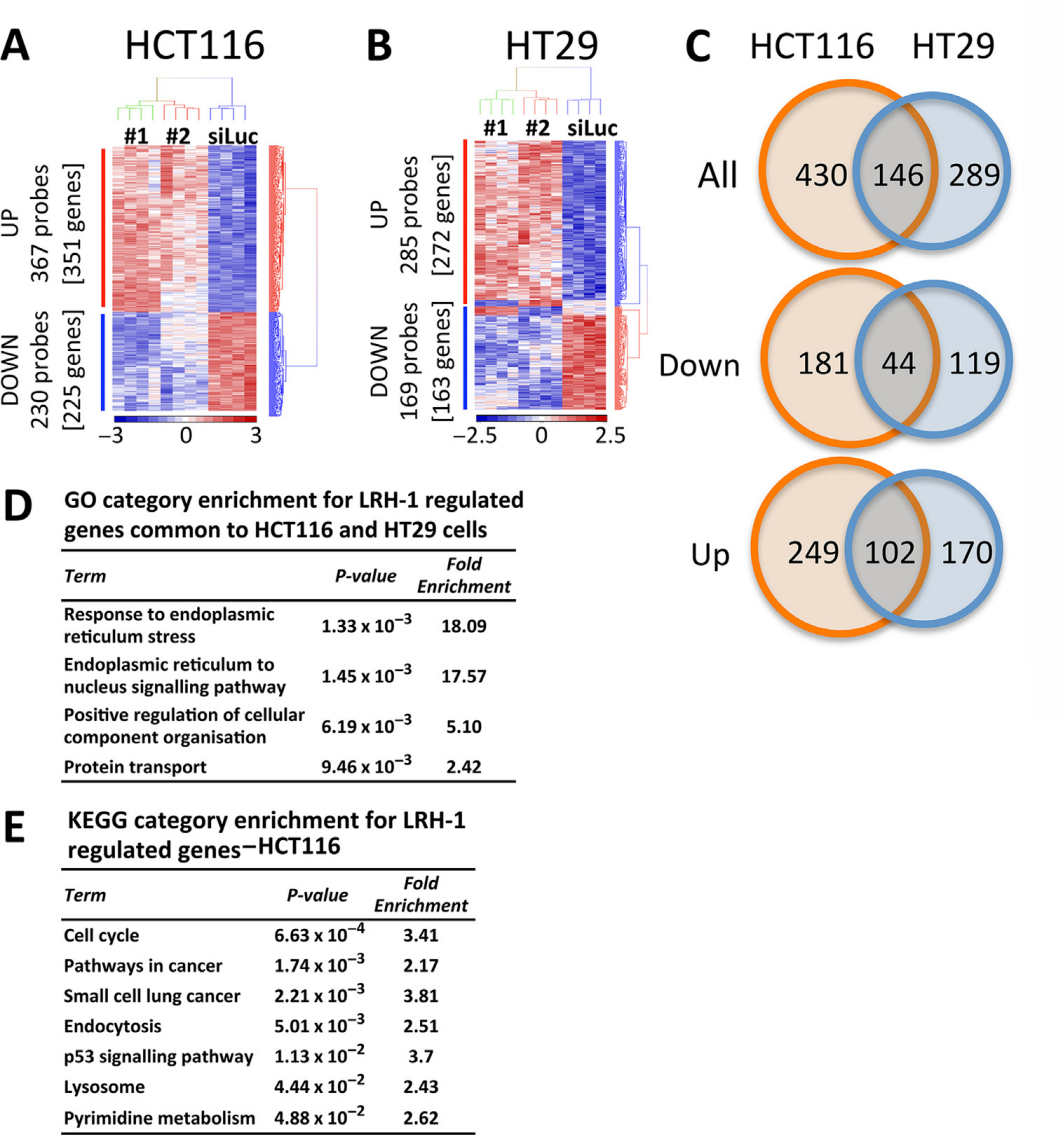
Expression profiling shows that LRH-1 regulates the expression of cell cycle genes in HCT116 cells but not HT29 cells. (**A**, **B**) Gene expression profiling was carried out using four independent replicates of HCT116 cells transfected with siLUC, siLRH-1 #1 or siLRH-1 #2. Shown are differentially expressed genes at *P* < 0.05 corrected for FDR. (**C**) Venn diagram shows the overlap between genes that are differentially expressed upon silencing of LRH-1 in HCT116 (orange) and genes that are differentially expressed upon silencing of LRH-1 in HT29 (blue). (**D**) Gene Ontology (GO) analysis of genes that are LRH-1 regulated in HCT116 and in HT29 cells. (**E**) KEGG Pathway enrichment analysis for LRH-1 regulated genes in HCT116 are shown.

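The HCT116 arrays were set against the HT29 probe tables of the paper, whose calls are the authors', since HT29 arrays were not analysed here. Of 454 probes in the HT29 tables, 256 were among those tested here. Of the probes that changed in HCT116 cells with both siRNAs, 87 rose and 29 fell as in the HT29 tables, and 0 changed in the opposite direction. Independent lists of these sizes would share 3.06 rising and 1.26 falling probes. Among those that rose in both lines were CAV2 (log2 fold changes of 0.59 and 0.76 in HCT116 cells), CDC42SE2 (0.91 and 0.70) and ASAH2B (0.79 and 0.91). Other CAV2 probes also rose in both lines but by less, with 0.52 and 0.69, and with 0.26 and 0.41. Counted by gene, 109 of the 436 named genes changed in HCT116 cells were in the HT29 tables, which is 25%. This share ignores direction and leaves out HT29 probes that were not tested here. It also rests on calls outside the paper's HCT116 tables, and some probes were named only through the paper's tables. It is therefore not a like measure to the paper's share.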

Comparison of the HCT116 expression profiles with those of HT29 showed that only 25% (146 of 576) of the LRH-1 regulated genes in HCT116 were also regulated in HT29 cells (Figure 2C, Supplementary Tables S1–S6), indicating that the greater part of LRH-1 function is distinct in these cell lines. Pathway enrichment analysis allows the identification of potential signalling pathways and aids in the determination of the putative function of the molecule of interest. To identify signalling pathways that may mediate LRH-1 function in CRC, gene ontology (GO) analyses were undertaken using the online tool DAVID (44,45). Significant GO biological process groups for LRH-1-regulated genes common to both cell lines were related to endoplasmic reticulum processes and protein transport (Figure 2D, Supplementary Table S7). 

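Of 24 measured genes of the endoplasmic reticulum stress response, 5 rose with both siRNAs, 1 fell and 18 did not pass the test with both (7 rose and 1 fell when adjusted over the list alone). ERO1A, which oxidises protein disulphide isomerase, had log2 fold changes of 0.73 and 0.62, and FICD, which modifies the chaperone BiP, had 0.73 and 0.53 (adjusted p between 2.5e-08 and 2.28e-05 in limma). EDEM1, which directs misfolded proteins to degradation, rose by 0.30 and 0.27, DNAJC3 by 0.33 and 0.23 and ASNS by 0.27 and 0.28. DERL2, a part of the machinery that exports misfolded proteins, fell by 0.47 and 0.53. The list median was 0.16 with siLRH-1 #1 and 0.11 with siLRH-1 #2 (camera with a preset correlation of 0.01, adjusted p = 0.00681 and 0.00591), and with an estimated correlation the adjusted p = 0.647 and 0.520. Changed genes were over-represented in the list (one-sided Fisher's exact test, adjusted p = 0.00830 over the 19 lists tested). This test was not matched on probe brightness. Changed genes were brighter, with a median log2 intensity of 8.62 if higher and 8.31 if lower, against 7.16 for other genes. The lists were drawn up after the paper's tables of changed probes had been read, so these counts are not independent of them. The call of EDEM1 with siLRH-1 #2 was lost without siLUC replicate 2 (adjusted p = 0.0703), and that of the list with siLRH-1 #2 within the set of 7 arrays (adjusted p = 0.278). At a mean log2 of at least 7, chosen after the data were seen, the list's calls with both siRNAs were lost (adjusted p = 0.0735 and 0.0994).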

In HT29 cells, LRH-1-regulated genes were especially enriched for processes implicated in protein catabolism, modification, localization and transport (Supplementary Table S7).

In addition to the regulation of protein metabolism, the cell cycle emerged as the most significant GO biological process for LRH-1-regulated genes identified in HCT116 cells. This was confirmed in analysis of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in HCT116 cells, which also included the terms ‘pathways in cancer’ and ‘p53 signalling pathway’ (Figure 2E).

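Genes of G2/M and mitosis were higher with both siRNAs more often than lower. Of 43 measured members, 8 rose with both siRNAs, 1 fell and 34 did not pass the test with both (13 rose and 2 fell when adjusted over the list alone). The rising members included KIF4A, a chromosome-associated kinesin (log2 fold changes 0.42 and 0.27), the lamin gene LMNB1 (0.26 and 0.34) and the kinetochore gene CENPF (0.29 and 0.27). CDC25B, a phosphatase that activates CDK1, fell by 0.26 and 0.49. The list median was 0.14 with siLRH-1 #1 and 0.16 with siLRH-1 #2 (camera with a preset correlation, adjusted p = 0.0451 and 5.60e-07), and with an estimated correlation the adjusted p = 0.647 and 0.211. Changed genes were over-represented among its members (one-sided Fisher's exact test, adjusted p = 0.00493). This test was not matched on probe brightness, and changed genes were brighter than others. Of 31 measured genes of G1/S and DNA replication, 3 rose with both siRNAs, 1 fell and 27 did not pass (3 and 1 when adjusted over the list alone). CCNE2, among those that rose, counts as measured only through the paper's tables of changed probes. The median of this list was −0.08 with siLRH-1 #1 (camera, adjusted p = 0.129) and 0.09 with siLRH-1 #2 (adjusted p = 0.0325, and adjusted p = 0.551 with an estimated correlation). The difference between the siRNAs had a list median of −0.12 (camera, adjusted p = 0.000381, and adjusted p = 0.636 with an estimated correlation). Without siLUC replicate 2, the calls of the G2/M list and of CDC25B with siLRH-1 #1 and of the G1/S list with siLRH-1 #2 were lost (adjusted p = 0.0982, 0.117 and 0.132). The G1/S call was also lost without siLUC replicate 1 or siLRH-1 #2 replicate 1 or 2 (adjusted p = 0.0972, 0.166 and 0.0525). The G2/M call with siLRH-1 #1 was also lost with the 2 sets of arrays as a block (adjusted p = 0.058) and within the sets of 5 and 7 (adjusted p = 0.193 and 0.0619).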

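Of 41 listed p53 target genes, 16 were measured here. Of these 16, 1 rose with both siRNAs, 0 fell and 15 did not pass the test with both (1 and 0 when adjusted over the list alone). The measured member that rose was CDKN1A, which encodes the cell cycle inhibitor p21. The paper also lists CYFIP2 as higher and TRIAP1 as lower in HCT116 cells, and neither is among the changed members here. As only 356 of the paper's 597 HCT116 probes were analysed, this is not a result that these genes did not change. With siLRH-1 #1 alone, TIGAR and FBXO22 rose by 0.27 and 0.36 on the log2 scale, while GDF15 fell by 0.19. The corresponding values with siLRH-1 #2 were −0.07 for TIGAR, −8.25e-05 for FBXO22 and 0.09 for GDF15, and each of these 3 genes differed between the siRNAs (adjusted p of 0.00100, 0.00398 and 0.00485 in limma). The list median was 0.11 with each siRNA. By camera with a preset correlation the adjusted p was 0.129 for siLRH-1 #1 and 0.00591 for siLRH-1 #2, and for the latter the adjusted p = 0.323 with an estimated correlation. Changed genes were not over-represented among the measured genes of this list (one-sided Fisher's exact test, adjusted p = 0.904). The call of the list with siLRH-1 #2 was lost within the set of 7 arrays (adjusted p = 0.0777).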

### LRH-1 action is associated with regulation of p21 expression in HCT116 cells

Pathway analysis showed enrichment for cell cycle regulation and p53 signalling in HCT116 cells where LRH-1 was silenced. 

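CCNB1, the cyclin that drives entry into mitosis, rose with log2 fold changes of 0.53 for siLRH-1 #1 and 0.29 for siLRH-1 #2 (standard error 0.062, adjusted p = 1.24e-06 and 0.00513 from limma). CCNB2 rose by 0.37 and 0.31 and CCNE2, an E-type cyclin, by 0.74 and 0.53. CDK1, the kinase partner of the B cyclins, rose by 0.38 and 0.44 on its brighter probe and by 0.37 and 0.47 on the other. MCM3, part of the replicative helicase, rose on both of its probes, by 0.25 and 0.19 on the brighter, and CDC14B rose on both of its probes, by 0.44 and 0.27 on the brighter. CDC25A, a phosphatase that activates CDK2, fell by 0.37 and 0.28, and ABL1, a tyrosine kinase, fell by 0.40 and 0.33. A second, dimmer ABL1 probe did not pass the test (−0.09 and −0.04). All 4 arrays of each siRNA lay on one side of the 4 siLUC arrays for CCNB1, CCNB2, CCNE2, CDC25A and the ABL1 probe that fell. CCNB1 and CCNE2 rose more with siLRH-1 #1 (adjusted p of the difference 0.0111 and 0.045 in limma). With each probe's own variance in place of limma's moderated one, the call of CDK1 with siLRH-1 #2 was lost (adjusted p = 0.0599 on the brighter probe). Without siLUC replicate 2 both MCM3 probes (adjusted p = 0.131 and 0.0931) and the dimmer CDC14B probe (adjusted p = 0.0786) lost their calls with siLRH-1 #2, as the brighter MCM3 probe and the dimmer CDC14B probe did with the replicate number as a block (adjusted p = 0.0640 and 0.0627), and without this array and siLRH-1 #2 replicate 1 so did CCNB1 and CDC25A (adjusted p = 0.0525 and 0.0864).

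**Figure D2:**
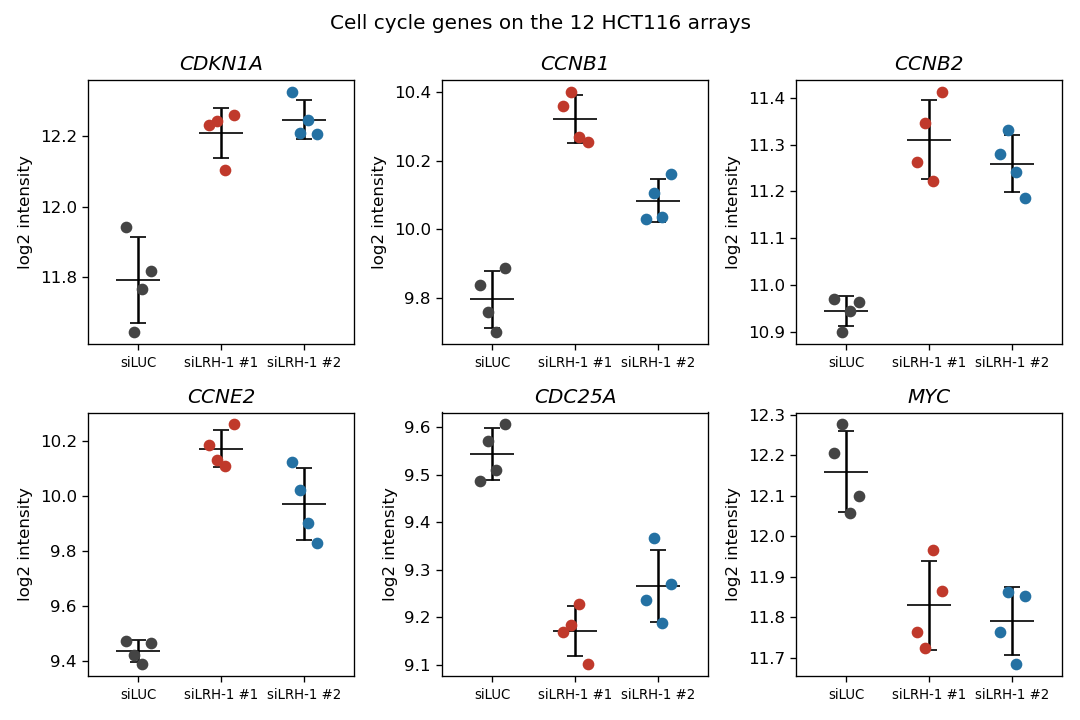
Log2 intensity of CDKN1A, CCNB1, CCNB2, CCNE2, CDC25A and MYC on each of the 12 arrays (points), with the mean (horizontal line) and SD (bar) of the 4 arrays in each group; the vertical axes do not start at 0. The knockdown arrays lie above all siLUC arrays for CDKN1A and the 3 cyclins, and below them for CDC25A and MYC.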

Interestingly, many of the genes associated with the cell cycle, including *CCNB1, CCNB2* and *CCNE2* were up-regulated upon LRH-1 knockdown in HCT116 cells (Figure 3A). Given that LRH-1 knockdown inhibited the growth of HCT116 cells, up-regulation of the p53-regulated cell cycle inhibitor p21, encoded by the *CDKN1A* gene, was especially interesting, since this suggests that promotion of HCT116 cell growth by LRH-1 may involve repression of p21 expression. 

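CDKN1A had a mean log2 intensity of 11.79 ± 0.12 (SD, n = 4) with siLUC, 12.21 ± 0.071 with siLRH-1 #1 and 12.25 ± 0.055 with siLRH-1 #2. It rose with log2 fold changes of 0.42 (standard error 0.066, adjusted p = 6.19e-05 from limma) and 0.45 (adjusted p = 0.000134), and its change did not differ detectably between the siRNAs (difference −0.04, adjusted p = 0.821). As linear ratios these are 1.33 and 1.37. Each of the 8 knockdown arrays was above each of the 4 siLUC arrays. A second CDKN1A probe, at a mean log2 intensity of 6.18, near the dim end of the scale, had 0.02 and 0.10 and did not pass the test. Within the set of 5 arrays, which holds 1 siLUC and 1 siLRH-1 #1 array, the change with siLRH-1 #1 was 0.46 and its call was lost (adjusted p = 0.0736). From the rise of CDKN1A in cells whose growth is inhibited by the knockdown, the paper proposes that the promotion of HCT116 growth by LRH-1 may involve repression of p21.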

Real-time RT-PCR and immunoblotting confirmed that p21 is up-regulated following LRH-1 knockdown in HCT116 cells (Figure 3B–C). By contrast, there was no increase in p21 mRNA or protein levels upon LRH-1 knockdown in HT29 cells.

**Figure 3.**
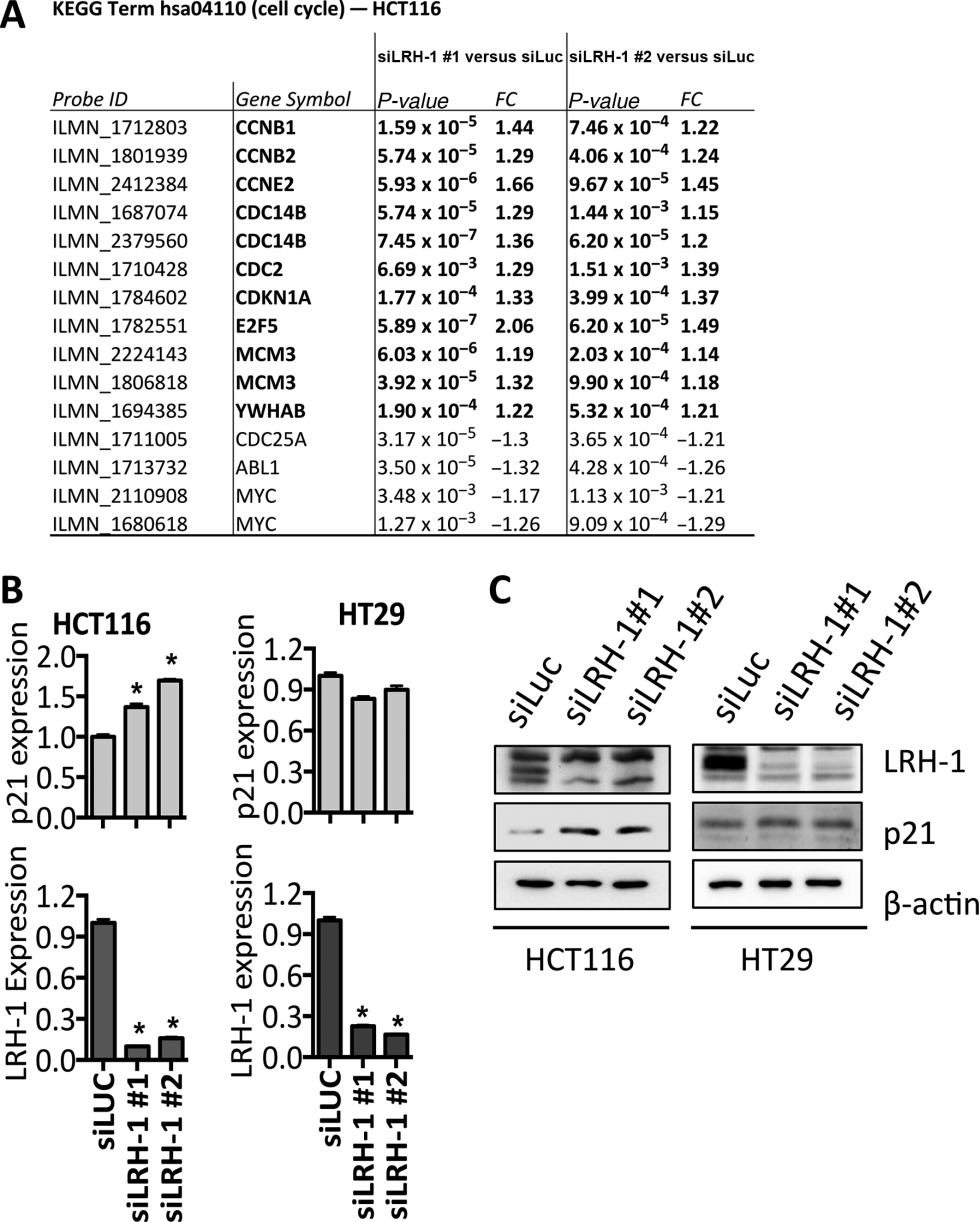
The cyclin dependent kinase (CDK) inhibitor p21 is up-regulated in HCT116 cells following LRH-1 silencing. (**A**) Genes showing LRH-1 regulation in HCT116 that are identified in the KEGG category ‘cell cycle’; FC = fold change. (**B**) Real-time RT-PCR for LRH-1 and p21 (CDKN1A) was performed in HCT116 and HT29 cells following transfection with LRH-1 siRNA. Gene expression was normalised to GAPDH and is shown relative to expression for the control siRNA. The data are the means of six biological replicates and error bars represent the SEM. Statistical significance was calculated by unpaired two-tailed *t*-test, *P < 0.0001. (**C**) Western blotting for LRH-1 and p21 following LRH-1 knockdown in HCT116 and HT29 cells.

While HCT116 cells are wild-type for p53, HT29 cells possess a mutant form of p53 in which arginine-273 is mutated to histidine (R273H) (46). The R273H mutation is classified as a ‘DNA contact’ mutation, which abolishes the ability of p53 to activate transcription of its target genes, including p21 (47,48). It might be hypothesized, therefore, that LRH-1-mediated regulation of p21 occurs via p53, and in HT29 cells, where p53 signalling is abrogated, LRH-1-mediated regulation of p21 is absent. To establish if p53 is indeed required for LRH-1-mediated growth of HCT116 cells, HCT116-p53^−/−^ cells, which lack full-length p53 expression owing to homologous recombination-mediated deletion (38), were transfected with LRH-1 siRNAs. Expression of p21 was not affected and growth was only marginally reduced in the p53-null HCT116 cells (Figure 4A–C).

**Figure 4.**
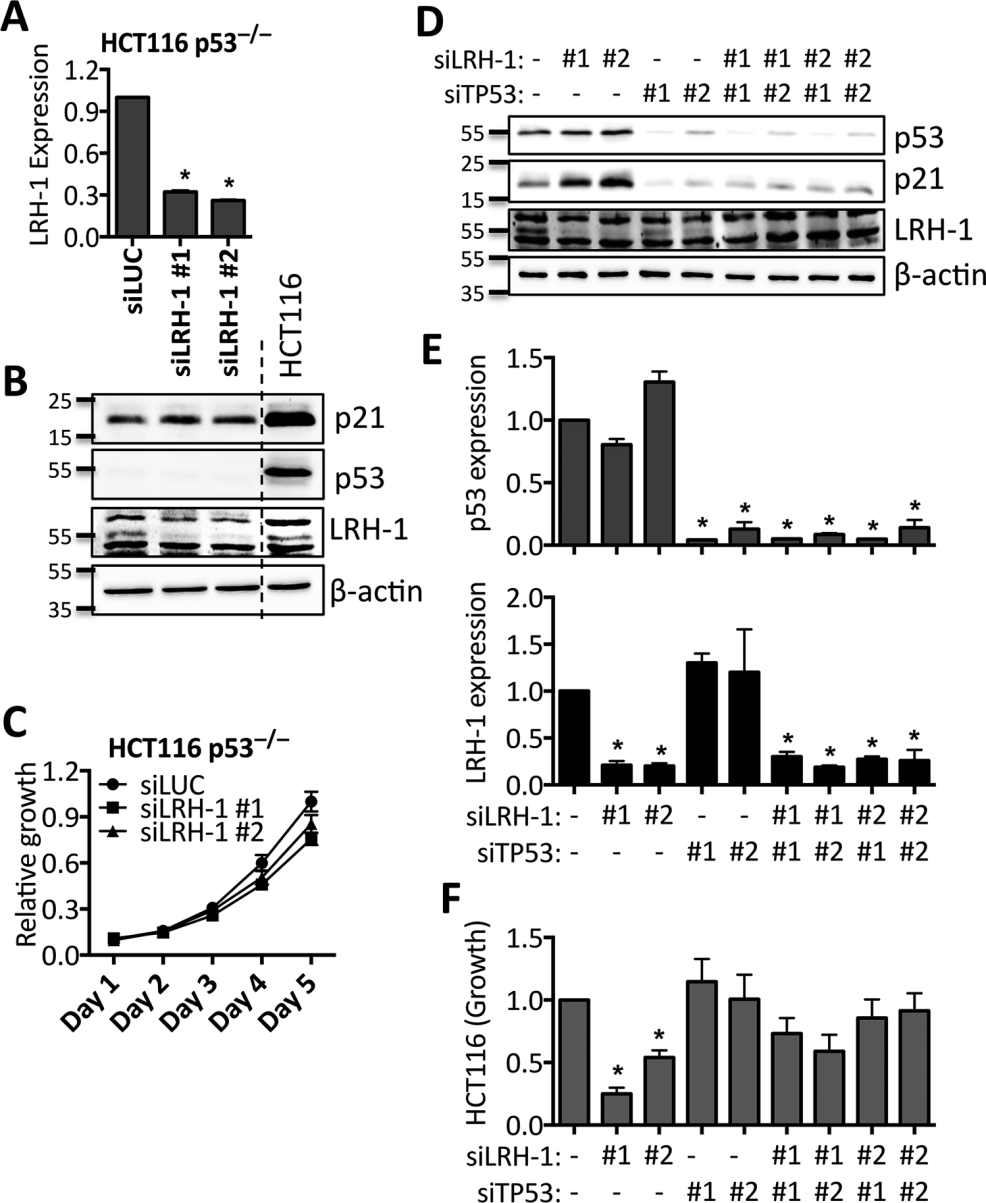
LRH-1 mediated growth inhibition in HCT116 cells requires p53. (**A**, **C**) HCT116 p53^−/−^ cells were transfected with 5 nM siRNA for LRH-1 or siLUC. Real-time RT-PCR (**A**), Western blotting (**B**) and growth (**C**) are shown. (**D**–**F**) HCT116 cells were transfected with 5nM siRNA for LRH-1 and/or 5 nM siRNA for p53 and/or siLUC, to a final siRNA concentration of 10 nM. (**D**) Western blotting following transfection with siRNAs for p53 and/or LRH-1. (**E**) Real-time RT-PCR was performed to confirm knockdown of LRH-1 and p53. (**F**) Growth, as measured by SRB assay, at day five post-transfection, relative to siLUC. Total RNA and protein were prepared 72 h post-transfection. Gene expression data are normalized to GAPDH, and are relative to siLUC. Results shown are the mean of three independent experiments and error bars represent the SEM, * = *P* < 0.01.

Knockdown of p53 in HCT116 cells resulted in robust down-regulation of p21 protein expression (Figure 4D), consistent with the fact that p53 is the major transcriptional regulator of p21 (49). While p21 protein expression was increased upon knockdown of LRH-1 only (Figure 4D, E), LRH-1 siRNAs did not increase p21 expression when co-transfected with si-p53. Moreover, although knockdown of p53 did not significantly affect HCT116 cell growth, it was able to rescue the inhibition of HCT116 cell growth by siLRH-1 (Figure 4F).

Similar to our findings for HCT116 and HT29 cells, LRH-1 knockdown inhibited the growth of LOVO cells, which are wild-type for p53 (50), but did not affect growth of HCA46 cells, which are p53 null (Supplementary Figure S3). Moreover, p21 expression was increased by LRH-1 siRNA in LOVO cells, but was unaffected in HCA46 cells, showing that the p53-dependent modulation of p21 expression by LRH-1 is not restricted to HCT116 and HT29 cells.

Taken together, the above results show that p21 is an important target for LRH-1 in cells that express non-mutated p53. As p53 is the major transcriptional regulator of p21 (49), we next investigated if LRH-1 regulates the expression of p21 indirectly, via p53. Although gene expression profiling in HCT116 cells did not provide any evidence for the regulation of p53 by LRH-1 at the mRNA level, it is possible that silencing of LRH-1 may result in accumulation of p53 at the protein level. However, no changes in p53 protein levels were observed following transfection of HCT116 and HT29 cells with LRH-1 siRNAs (Figure 5). Stabilization and activation of p53 requires a series of post-translational modifications, and phosphorylation represents a key determinant of p53 activation. Serine-15 and serine-33 of p53 are frequently phosphorylated in response to genotoxic and non-genotoxic stresses, and serine-15 phosphorylation represents a priming event for subsequent modifications (51). No phosphorylation of p53 at serine-15, serine-33, or serine-392 was observed following LRH-1 silencing in HCT116 cells (Figure 5), indicating that p53 is not activated, at least through kinases that phosphorylate these residues. As expected, p53 levels and phosphorylation were stimulated by treatment with the DNA damaging agent etoposide.

**Figure 5.**
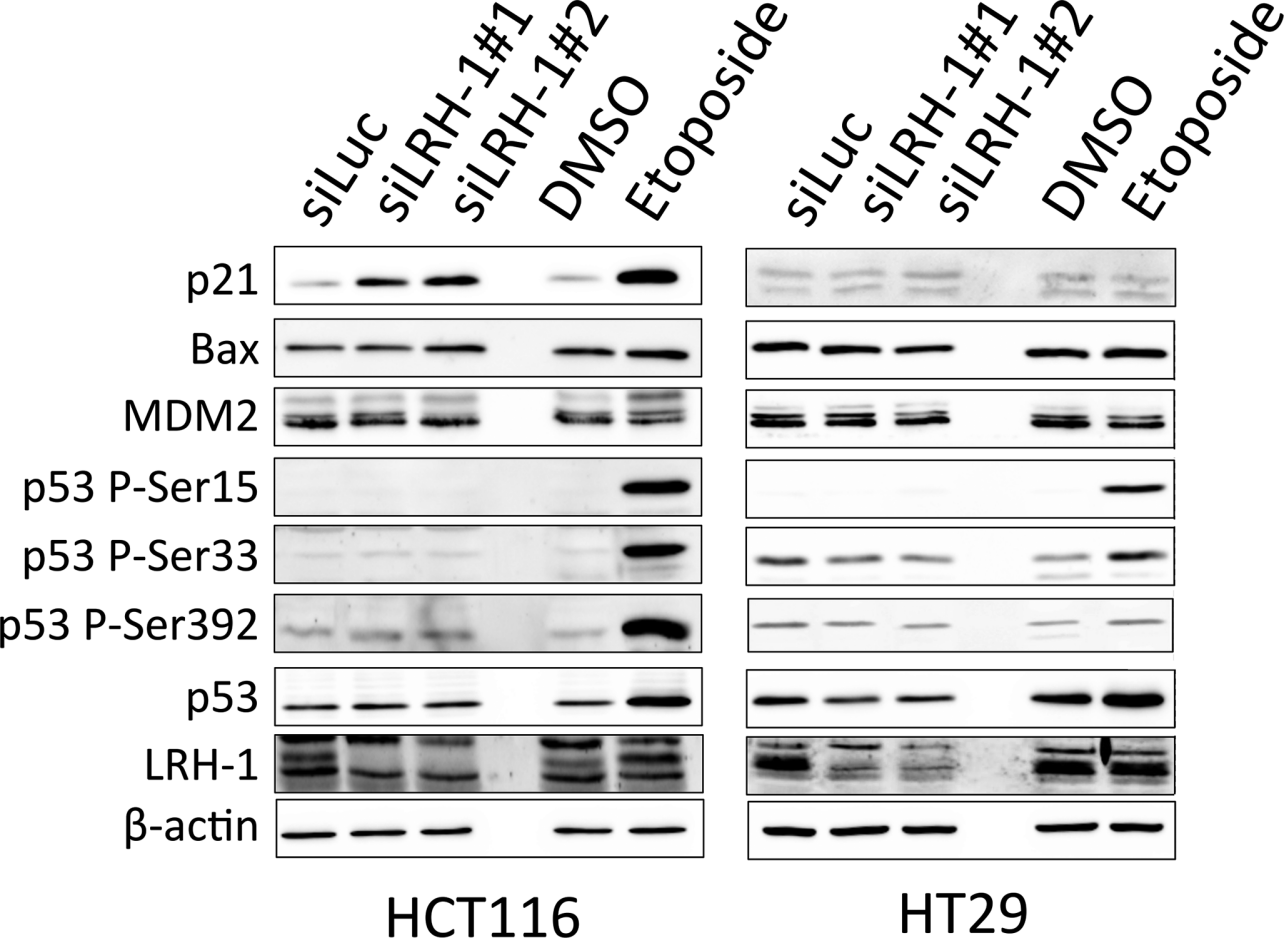
LRH-1 silencing results in up-regulation of p21, but not p53, in HCT116 cells. HCT116 and HT29 cells were transfected with 5nM LRH-1 siRNA or siLUC and protein lysates were prepared 72 h post-transfection. Untransfected HCT116 and HT29 cells were seeded, treated with DMSO or 10 μM etoposide, and protein lysates were prepared after 24 h.

Bax, a direct transcriptional target of p53 and a key mediator of p53-dependent apoptosis (52) was increased for siLRH-1 #2, but was unaffected by siLRH-1 #1. Levels of Mdm2, another p53 target gene that is critical for p53 activity, were also unaffected by LRH-1, indicating that inhibition of p53 target gene expression is not a general feature of LRH-1 activity in HCT116 cells.

### Regulation of p21 expression by LRH-1 requires its recruitment to the p21 gene promoter

As gene expression profiling and immunoblotting yielded no evidence for LRH-1-mediated regulation of p53 expression or activity, we sought to determine if LRH-1 acts by regulating p53 recruitment to the p21 gene promoter and/or if it directly binds to the p21 promoter. 

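BAX, a pro-apoptotic p53 target, had log2 fold changes of 0.04 and 0.02 with siLRH-1 #1 and #2 on its brightest probe (standard error 0.059, adjusted p = 0.728 and 0.927 from limma). Its dimmer probes had 0.00 and −0.15, and −0.04 and −0.09, and none was called. MDM2, the p53 ubiquitin ligase, had 0.03 and 0.13 (standard error 0.061, adjusted p = 0.795 and 0.290), on a dim probe with a mean log2 intensity of 6.44. Other targets that did not pass with either siRNA included FAS (0.17 and 0.10), BBC3 (−0.08 and −0.04) and GADD45A (0.05 and 0.24, the latter with an adjusted p of 0.0503). ZMAT3 rose by 0.22 with siLRH-1 #1 (adjusted p = 0.0141) and had 0.16 with siLRH-1 #2 (adjusted p = 0.160), and the difference between them was not called (adjusted p = 0.628).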

Reporter gene assays with a firefly luciferase gene containing the 2.4 kb promoter region of p21 (39), were performed in p53-null H1299 cells. Transfection of p53 alone potently activated p21-Luc. This p53-mediated activation was inhibited by LRH-1 in a dose-dependent manner (Figure 6A).

**Figure 6.**
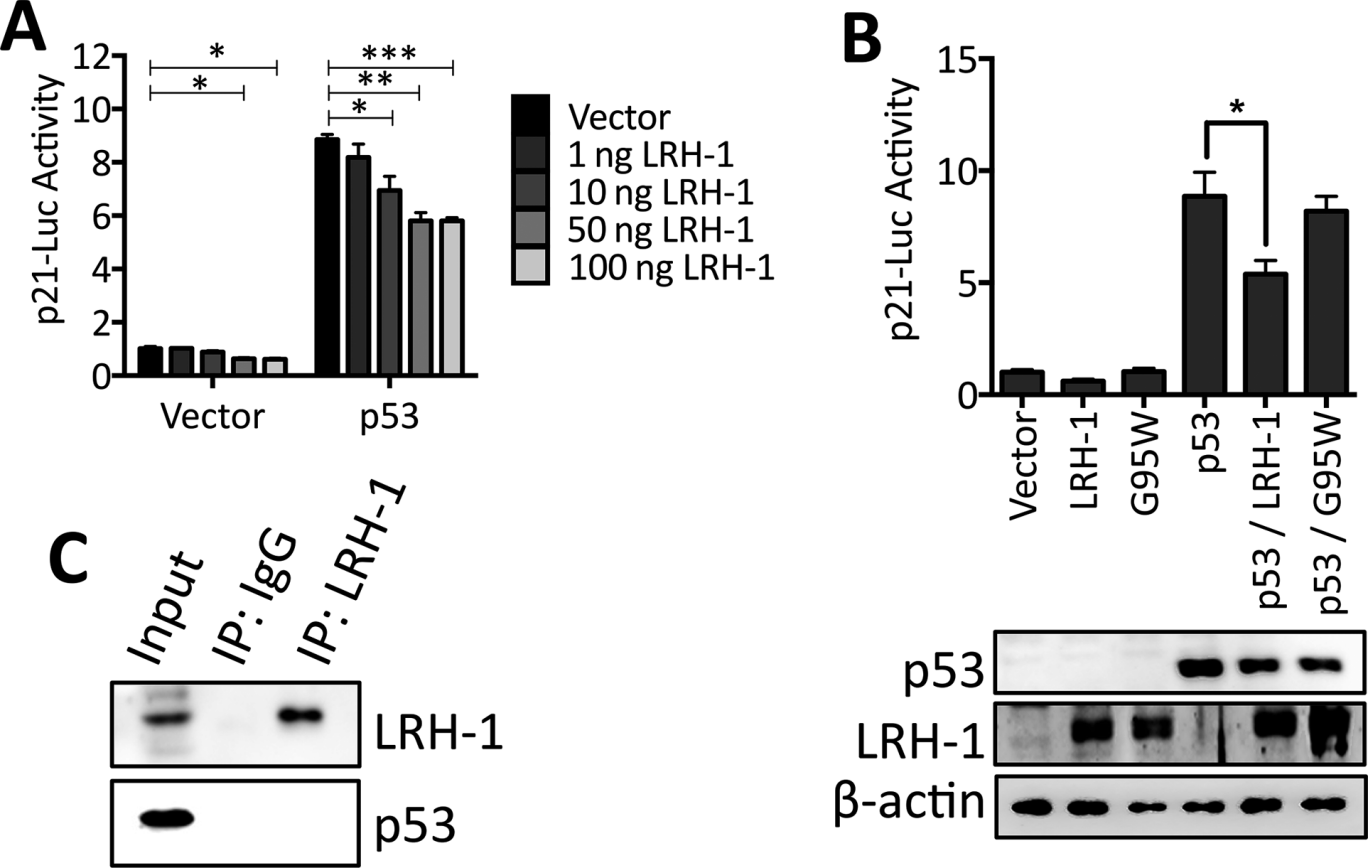
LRH-1 inhibits p53-mediated activation of the p21 promoter. (**A**) The p53-deficient H1299 cells were transfected with p21-Luc, p53, and increasing amounts of LRH-1. p21-Luc activity was corrected for transfection efficiency by normalization to renilla luciferase activity. p21-luc activities are shown relative to the activity for the vector control (n = 3). Statistical significance was calculated by unpaired two-tailed *t*-test: ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05. (**B**) H1299 cells were transfected with p53, LRH-1 and the G95W LRH-1 mutant. Reporter gene activity was assessed as in part A (n = 3; * *P* < 0.001). Western blotting confirmed expression of LRH-1 and p53. (**C**) HCT116 protein lysates were immunoprecipitated with LRH-1 antibody and immunoblotted for LRH-1 and p53. Input represents 25% of the total volume of lysate used in the immunoprecipitation.

Large-scale sequencing projects are being undertaken for the comprehensive cataloguing of genes that are mutated in cancer. Searching the Catalogue of Somatic Mutations in Cancer (COSMIC) database (53) highlights several mutations in the LRH-1 gene in CRC. One of these mutations, a G95W change in the LRH-1 DBD, might be expected to have altered DNA binding. Indeed, this mutation prevented binding of LRH-1 to known LRH-1 binding site sequences from the *TFF1* and *NRIP1* genes (32), as well as the binding site in the *AFP* gene (54) (Supplementary Figure S4). Although wild-type LRH-1 inhibited p53-mediated activation of p21-luc, no inhibition was observed following transfection of the G95W mutant (Figure 6B), indicating that DNA binding is required for LRH-1-mediated repression of p53 transactivation. Interestingly, we found no evidence for direct interaction between LRH-1 and p53 in co-IPs (Figure 6C).

The reporter gene assays suggest that LRH-1 binds to the p21 gene promoter to repress its expression. In ChIP assays, p53 was bound to the p53-response element (p53RE) region of the p21 promoter, and etoposide addition stimulated p53 binding (Figure 7A, B). Similar results were obtained for the BAX promoter. Due to insufficient enrichment of LRH-1 pull-down using commercially available antibodies (32), ChIP for LRH-1 was performed using a HA antibody following transfection of HA-LRH-1 into HCT116 cells. ChIP for HA-LRH-1 demonstrated recruitment of LRH-1 to the p21 promoter at both the p53RE and the transcription start site (TSS) regions (Figure 7C). Enrichment of LRH-1 was also observed at the SHP and NRIP1 promoters, both of which are direct transcriptional targets of LRH-1 (32,55). Immunoblotting confirmed the expression of HA-LRH-1 and the accumulation of p53 following treatment of HCT116 cells with etoposide (Figure 7B).

**Figure 7.**
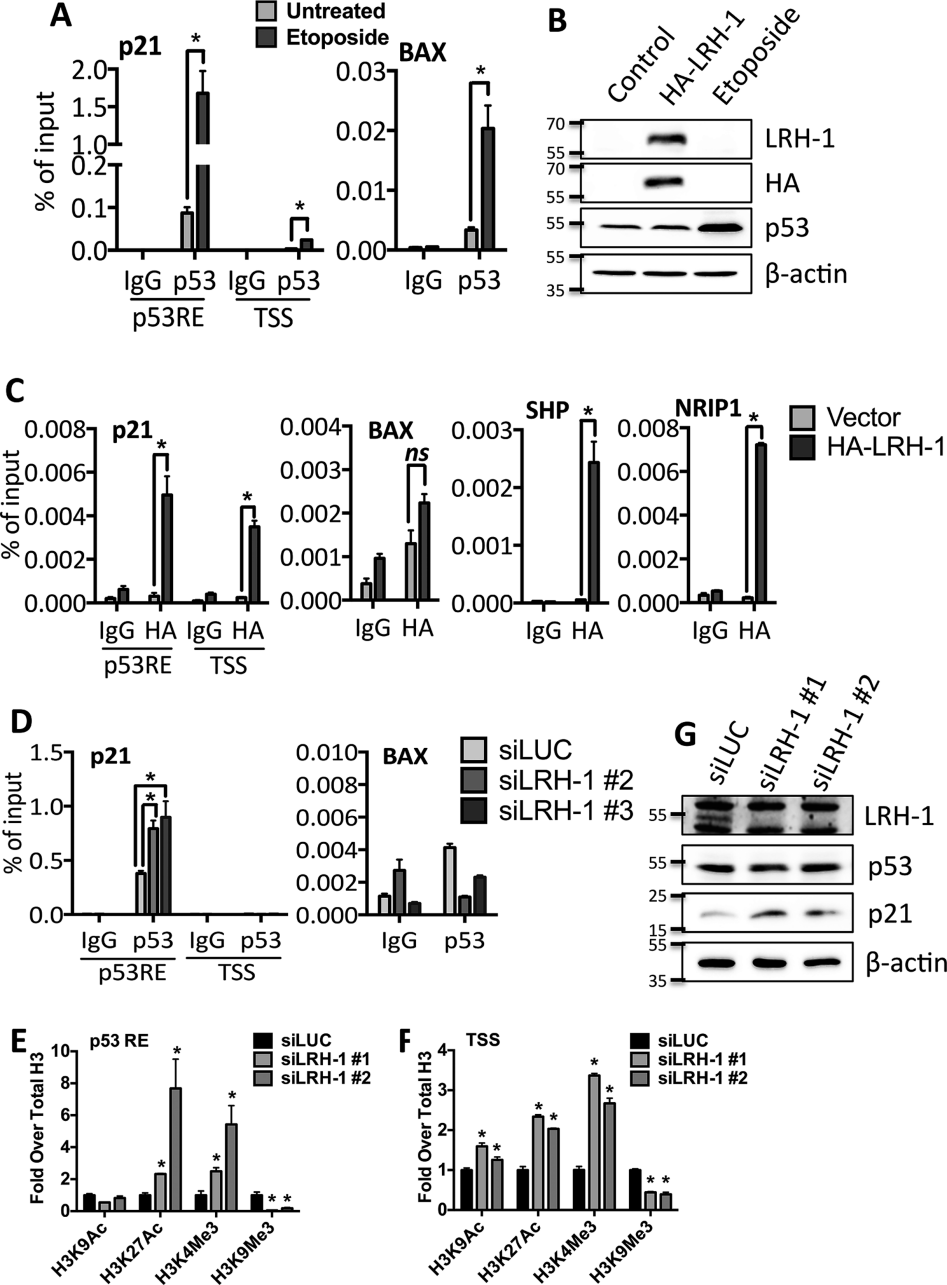
LRH-1 is recruited to the p21 promoter and LRH-1 knockdown enhances p53 recruitment to the p21 promoter. (**A**) HCT116 cells treated with 10 μM etoposide for 24 h were fixed for ChIP for p53. p53 recruitment to the p53RE and TSS regions of the p21 promoter and to the BAX promoter was assessed by qPCR. (**B**) Western blotting for HA-LRH-1 and p53 is also shown. (**C**) HA-LRH-1 transfected HCT116 cells were fixed and harvested after 24 h and ChIP was performed using a HA antibody. HA-LRH-1 recruitment to the p21, BAX, SHP and NRIP1 promoters was assessed by qPCR. (**D**) HCT116 cells transfected with 5 nM siLRH-1 or siLUC were fixed and harvested 24 h post-transfection and p53 ChIP was performed. p53 recruitment to the p21 and BAX gene promoters was determined by qPCR. Bar charts represent the mean of qPCR results obtained from three biological replicates, presented as a percentage of the input DNA and error bars represent SEM. Statistical significance was calculated by unpaired two-tailed *t*-test: *P < 0.01, n.s. = not significant. (**E**, **F**) HCT116 cells were transfected with control siRNA or with two siRNAs for LRH-1. ChIP of histone H3 at acetylation and methylation sites is shown normalized to total H3. *P < 0.05. The data are representative of triplicate experiments, ±SEM. (**G**) Western blotting showing levels of LRH-1, p21 and p53 proteins in the ChIP lysates.

Knockdown of LRH-1 promoted p53 recruitment to the p21 promoter (Figure 7D), suggesting that LRH-1 prevents p53 recruitment to the p21 gene promoter. LRH-1 knockdown resulted in a marked decrease in levels of the repressive histone H3 mark, H3K9Me3 (Figure 7E, F) and promoted H3 modifications associated with gene activation, specifically acetylation at H3K9, H3K27Ac and methylation of H3K4Me3, indicating that LRH-1 maintains the p21 promoter in a transcriptionally repressive state and that its loss results in chromatin remodelling, which facilitates p21 expression through the action of p53. No significant changes in p53 protein levels were observed (Figure 7G).

## DISCUSSION

An important role for the orphan NR LRH-1 in the development of breast, pancreatic and colon cancer has recently emerged (4,56). In the colon, LRH-1 has been implicated in cell cycle progression and tumourigenesis (35,36). In agreement with work connecting LRH-1 to proliferation in CRC (36), we observed inhibition of HCT116 CRC cell growth following LRH-1 silencing, although the same was not seen for HT29 cells. Global gene expression profiling provides the means of identifying the potential function of LRH-1 in these cells. We used two independent siRNAs for LRH-1 to aid robust identification of LRH-1 regulated genes and performed microarray analysis. This analysis identified 435 and 576 genes that were differentially regulated following LRH-1 siRNA in HT29 and HCT116 cells, respectively. The high numbers of genes identified are consistent with the role of LRH-1 as a transcription factor (4). Only 146 genes were shared between the two cell lines, indicating that LRH-1 regulates the expression of discrete sets of genes in the two lines. It is possible that LRH-1 can regulate different subsets of genes depending on the wider cellular context, i.e. chromosomal instability (CIN), a feature of HT29 cells versus microsatellite instability (MSI), a feature of HCT116 cells (46).

LRH-1 plays key metabolic roles in the liver, including the regulation of cholesterol and bile acid homeostasis (4) and the regulation of glucose metabolism (57). The phosphatidylcholine transfer protein (PCTP) gene, involved in phospholipid exchange (58), was stimulated significantly in HCT116 following LRH-1 knockdown, while SLC10A3, a putative bile acid transporter (59) was down-regulated in HCT116. There was no clear evidence for LRH-1 regulation of additional genes previously identified as LRH-1-regulated in other tissues, which suggests that LRH-1 is not extensively involved in these processes in CRC cells. 

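Of 25 listed genes known as LRH-1 targets in other tissues, 5 were measured here and 0 passed the test with both siRNAs. 0 rose and 0 fell when adjusted over the list alone, and 1 had an unadjusted p under 0.05 with both siRNAs in limma. The median of the 5 was 0.01 with siLRH-1 #1 and 0.08 with siLRH-1 #2 (camera, adjusted p = 0.970 and 0.350). Among cholesterol synthesis genes, another process in which LRH-1 acts in liver, 2 of 14 measured genes rose with both siRNAs, 0 fell and 12 did not pass (2 and 0 when adjusted over the list alone). HMGCS1, an early enzyme of the pathway, had log2 fold changes of 0.34 with each siRNA, and INSIG2, which retains sterol sensors in the endoplasmic reticulum, had 0.48 and 0.38. Across the 14 genes the median was −0.03 with siLRH-1 #1 and −0.05 with siLRH-1 #2, and camera called neither (adjusted p = 0.957 and 0.940).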

Interestingly, in line with previous findings (60), there was significant enrichment in both cell lines for biological processes including protein transport, localization and catabolism, thus identifying a novel putative metabolic role for LRH-1 in the intestine and in CRC that deserves detailed investigation.

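The measured genes of transport between the endoplasmic reticulum, the Golgi and vesicles did not move together. Of 77 listed genes, 26 were measured here. Of these 26, 1 rose with both siRNAs, 2 fell and 23 did not pass the test with both (4 rose and 3 fell when adjusted over the list alone). The paper lists further members as changed in HCT116 cells, such as TMED5 and SAR1A (higher) and RAB5B and ARFGAP1 (lower). They are not among the changed members here. Only 356 of the paper's 597 HCT116 probes were analysed, so their absence is not a result that they did not change. NAPB, which acts in vesicle fusion, rose by 0.83 and 0.68 on the log2 scale. KDELR3, a receptor that returns proteins to the endoplasmic reticulum, fell by 0.41 and 0.27, and CLTA, a clathrin light chain, fell by 0.22 and 0.24. The call of CLTA with siLRH-1 #2 was lost without siLUC replicate 2 (adjusted p = 0.0731), and that of KDELR3 with siLRH-1 #2 without siLUC replicate 4 (adjusted p = 0.0506). The median of the members was 0.06 with siLRH-1 #1 and 0.01 with siLRH-1 #2, where the mean was −0.02 (camera, adjusted p = 0.749 and 0.940). Changed genes were not over-represented among the measured members (one-sided Fisher's exact test, adjusted p = 0.358), and most listed genes were not measured. Proteasome subunits were not analysed here.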

Previous studies have shown that co-operativity between LRH-1 and β-catenin promotes intestinal cell proliferation, and LRH-1 haploinsufficiency (Lrh^+/−^) in mice is associated with reduced tumourigenesis in the colon (35). Interestingly, the expression of a number of β-catenin target genes associated with cell proliferation, specifically the *CCNB1, CCNB2* and *MYC* genes (61,62), were modulated by LRH-1, suggesting that these genes may be the key mediators of the crosstalk between β-catenin and LRH-1 in CRC. However, *CCND1* and *CCNE1*, previously identified as targets for co-operativity between LRH-1 and β-catenin (25), were not identified as LRH-1 target genes in our microarrays. 

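MYC, a transcription factor and target of β-catenin, fell by 0.33 and 0.37 on the log2 scale with siLRH-1 #1 and #2 (standard error 0.069, adjusted p = 0.00119 and 0.00146 from limma). A second MYC probe fell by 0.23 and 0.28. Of 13 measured targets of Wnt and β-catenin, a list that does not hold the B cyclins, 1 rose with both siRNAs, 1 fell and 11 did not pass (1 and 1 when adjusted over the list alone). The one that rose was MET, the hepatocyte growth factor receptor, with log2 fold changes of 0.48 and 0.36. The list median was 0.11 with siLRH-1 #1 and −0.000775 with siLRH-1 #2, where the mean was 0.02 (camera, adjusted p = 0.749 and 0.940). The calls of the second MYC probe with both siRNAs were lost without siLUC replicate 2.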

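CCND1 had log2 fold changes of 0.14 with siLRH-1 #1 and 0.17 with siLRH-1 #2 (standard error 0.061, adjusted p = 0.137 and 0.118 from limma). All 8 knockdown arrays lay above the 4 siLUC arrays, but the change did not pass the adjusted threshold. CCNE1 had −0.15 with siLRH-1 #1 and 0.15 with siLRH-1 #2 (adjusted p = 0.128 and 0.200), and these changes differed between the siRNAs by −0.30 (adjusted p = 0.00215 from limma). Its call with siLRH-1 #1 was gained without siLUC replicate 2, at −0.20. With an intensity trend in limma, chosen after the data were seen, CCND1 passed with siLRH-1 #2 (adjusted p = 0.0430). With a block for 2 sets of arrays, also chosen after the data were seen, CCNE1 passed with siLRH-1 #2 at 0.21 (adjusted p = 0.0408). A dimmer CCNE1 probe had 0.10 and 0.04 and was not called.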

Bayrer *et al*. (60) showed recently that *CCNE1* expression is reduced upon shRNA mediated LRH-1 knockdown. The authors found that, although *CCNE1* expression was not significantly reduced in HT29 cells, cell growth was modestly reduced, in apparent contrast to our findings. While the differences in our results with those of Bayrer *et al*. are unclear, a role for LRH-1 in CRC cell growth is obvious.

Prominent among the genes identified in our microarray analysis was p21, a key mediator of the p53 response (39). p21 expression is induced by p53 in response to myriad stress stimuli, upon which it binds to and inhibits CDKs, blocking cell cycle progression at G_1_- and S-phases (63,64). p53 regulation of p21 expression occurs via direct DNA binding to two highly conserved p53 response elements in the p21 promoter (39,49). siRNA studies confirmed that LRH-1 regulates the expression of p21 in a p53-dependent manner. Further, we show that LRH-1 inhibits p53 activity on the p21 gene promoter, likely through a mechanism involving the regulation of p53 recruitment to the p53 binding region. Our results indicate that the effects mediated by LRH-1 do not involve modulation of p53 levels, nor do they involve regulation of p53 activity by altered phosphorylation. Silencing of LRH-1 in HT29 cells did not result in up-regulation of p21 or in inhibition of cell growth; these cells possess a mutant, non-transcriptionally active form of p53 (46–48).

A mechanism to explain the modulation of p53 signalling by LRH-1 involves a form of transcriptional interference, mediated through the concomitant recruitment of one or more co-repressors to the p21 promoter (Figure 8). ChIP and reporter gene studies showed that LRH-1 is recruited to the p21 promoter region. Moreover, a LRH-1 mutant defective for DNA binding did not inhibit p53-mediated stimulation of the p21 reporter gene. Analysis of the p21 promoter sequence included in the p21 reporter gene identified potential LRH-1 binding sites at −2605 to −2597 (5′-TGAAGGTGA-3′) and −1208 to −1201 (5′-GAAGTCCA-3′) bp, the latter overlapping with a site previously linked to regulation of p21 by retinoid receptors (65). LRH-1-directed co-repressor recruitment could exert its influence on p53 by inhibiting p53 transactivation and promoting dissociation of p53 from DNA. The NR co-repressor SHP, which is bound preferentially by LRH-1 (13), interacts with LRH-1 on DNA and abolishes its transactivation ability (66,67). Interestingly, recent evidence suggests that SHP can regulate levels of p53 by augmenting the ubiquitination and degradation of p53 by Mdm2 (68). However, as we have been unable to detect SHP mRNA expression in HCT116 cells (data not shown), it is unlikely that SHP is the co-repressor responsible for this effect. Nor did we observe LRH-1 dependent changes in p53 levels. Other possibilities include the LRH-1 co-repressors SMRT (69), Dax-1 (70) and Prox1 (71), or the NR co-repressor NRIP1, which recruits transcriptional co-repressors of the C-terminal binding protein (CtBP) family, as well as histone deacetylases (HDACs) (72). LRH-1 knockdown resulted in a reduction in levels of the transcription repressive histone H3 modification at lysine-9 and an increase in H3 acetylation, indicating that regulation of p21 by LRH-1 does indeed involve the recruitment of transcriptional co-repressor complexes to the p21 promoter. Additionally, a recent study has identified p21 as a LRH-1 regulated gene in breast cancer cells (73), that involves an additional LRH-1 binding region 62 kb upstream of the p21 gene.

**Figure 8.**
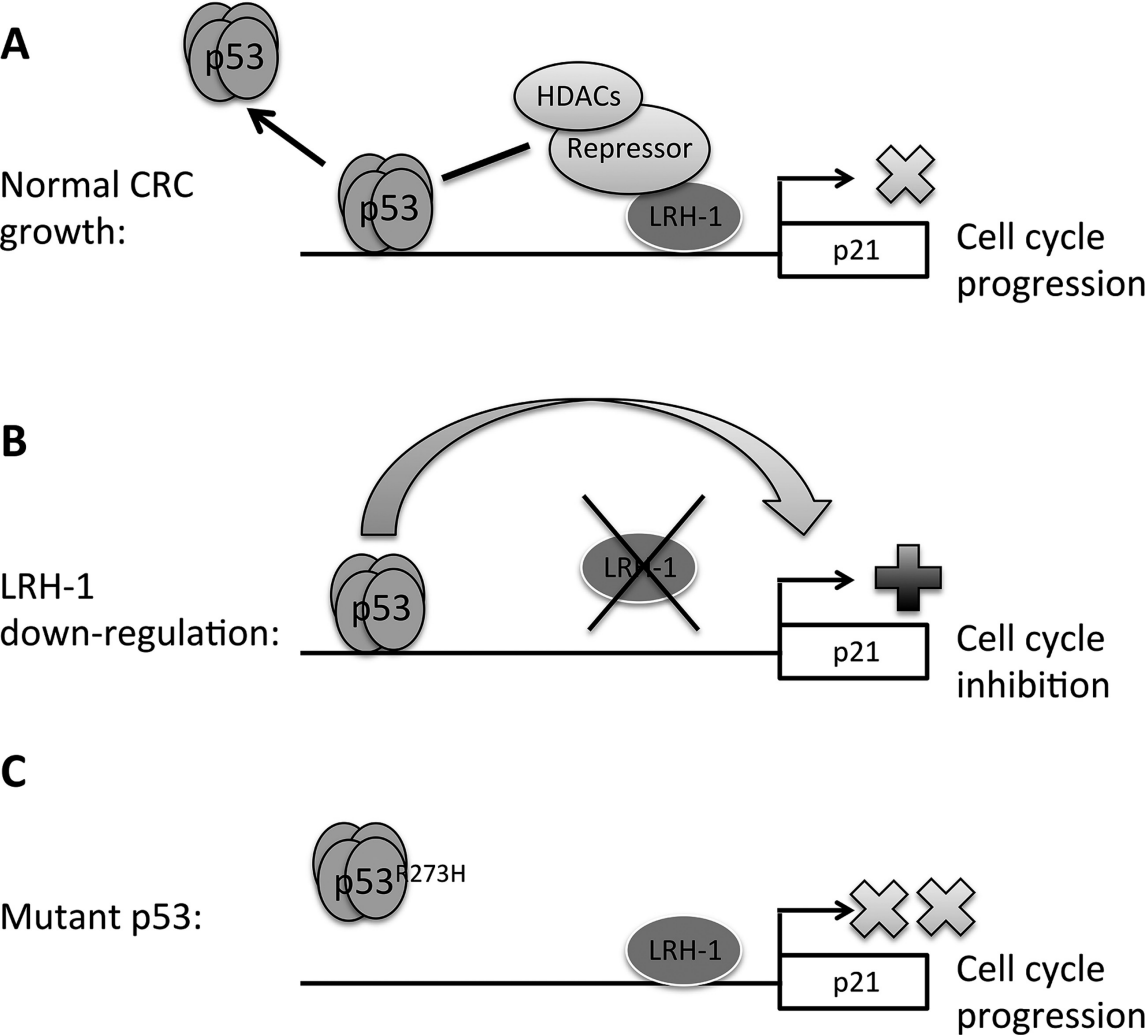
A model for LRH-1-mediated modulation of wild-type p53 signalling at the p21 promoter. (**A**) Recruitment of LRH-1 and associated co-repressors and HDACs to the p21 promoter results in inhibition of p53-mediated transactivation and dissociation of the tetramer from the DNA. This may be facilitated in part through deacetylation of p53 by HDACs, resulting in inhibition of p21 transcription and cell cycle progression. (**B**) LRH-1 down-regulation eliminates its repressive effect on p53, allowing transcription of p21 and cell cycle inhibition. (**C**) In CRC cells harbouring mutant p53, such as the HT29 cell line, p21 transcription is minimal, and recruitment of LRH-1 to the gene promoter has no further effect.

In summary, we demonstrate the importance of LRH-1 in the regulation of CRC cell growth. We provide evidence for modulation of p53 signalling at the p21 promoter, mediated by LRH-1, and propose a model in which LRH-1, in complex with co-repressors, suppresses p53 action at the p21 gene, allowing CRC cells to evade cell cycle arrest mediated by p21. The mutation or loss of p53 is known to be a relatively late event in colorectal tumourigenesis and tends to occur alongside the transition from benign to malignant growth (74). Therefore, it is possible that prior to p53 mutation, LRH-1 allows early adenomas to evade p53-mediated cell cycle arrest induced by pre-malignant changes, such as excessive Wnt pathway activation. The requirement for LRH-1 in the growth of CRC harbouring wild-type p53 makes it a potential drug target, a possibility that undoubtedly warrants further investigation and one that should become amenable to testing with small molecule selective inhibitors of LRH-1 that are actively being sought (75–77).

## Supplementary Material

SUPPLEMENTARY DATA

# Supplementary material for: LRH-1 drives colon cancer cell growth by repressing the expression of the CDKN1A gene in a p53-dependent manner
**Source:** Nucleic Acids Res. 2015 Sep 22;44(2):582–94. doi: 10.1093/nar/gkv948
**Supplement:** SUPPLEMENTARY DATA

LRH-1 drives colon cancer cell growth by repressing the expression of the CDKN1A gene in a p53-dependent manner — LRH-1 drives colon cancer cell growth by repressing the expression of the CDKN1A gene in a p53-dependent manner — SUPPLEMENTARY DATA 

# LRH-1 drives colon cancer cell growth by repressing the expression of the *CDKN1A* gene in a p53-dependent manner

## SUPPLEMENTARY DATA

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

# Supplementary material for: LRH-1 drives colon cancer cell growth by repressing the expression of the CDKN1A gene in a p53-dependent manner
**Source:** Nucleic Acids Res. 2015 Sep 22;44(2):582–94. doi: 10.1093/nar/gkv948
**Supplement:** SUPPLEMENTARY DATA

Supplementary Table 1. Genes up-regulated in HCT116 AND HT29 following LRH-1 siRNA

Probeset ID	Gene Symbol	HCT116 siLRH-1 #1 vs siLuc		HCT116 siLRH-1 #2 vs siLuc		HT29 siLRH-1 #1 vs siLuc		HT29 siLRH-1 #2 vs siLuc	
		p-value*	Fold Change	p-value*	Fold Change	p-value*	Fold Change	p-value*	Fold Change
ILMN_3208881	LOC647597	3.18E-07	1.61	6.20E-05	1.26	1.27E-05	1.50	1.94E-05	1.42
ILMN_3238676	ULBP2	3.18E-07	2.22	1.70E-05	1.66	0.00032209	1.41	0.00305862	1.26
ILMN_1782551	E2F5	5.89E-07	2.06	6.20E-05	1.49	1.64E-05	1.92	0.00132331	1.34
ILMN_2379560	CDC14B	7.45E-07	1.36	6.20E-05	1.20	0.0002023	1.26	0.00254226	1.16
ILMN_2269256	DNAJC12	1.00E-06	1.65	6.30E-05	1.35	0.00078776	1.36	0.00315733	1.27
ILMN_1679912	DPH3	1.00E-06	1.56	0.000207531	1.20	2.33E-06	1.50	5.38E-06	1.38
ILMN_2393046	NHLRC3	2.58E-06	1.68	6.20E-05	1.45	2.68E-06	2.30	1.94E-05	1.74
ILMN_1688322	ADIPOR1	3.80E-06	1.44	0.000195414	1.21	0.00027634	1.35	0.00315733	1.22
ILMN_2349610	DPH3	3.89E-06	1.54	0.000306332	1.23	2.70E-06	1.65	4.47E-06	1.56
ILMN_1803073	DNAJC12	4.47E-06	1.62	0.000288991	1.27	0.00025223	1.30	0.00149433	1.22
ILMN_1781791	PRRG1	4.47E-06	1.81	6.30E-05	1.55	2.26E-05	1.94	0.00143793	1.37
ILMN_2412384	CCNE2	5.93E-06	1.66	9.67E-05	1.45	6.56E-05	1.43	1.94E-05	1.55
ILMN_2106902	CHES1	5.93E-06	1.48	6.30E-05	1.37	0.00079584	1.32	0.00048743	1.35
ILMN_1792712	LOC201725	5.93E-06	1.84	8.83E-05	1.57	0.00162586	1.46	0.00300822	1.40
ILMN_1692260	MAFG	5.93E-06	1.62	0.000573929	1.25	3.63E-05	1.36	0.00033971	1.23
ILMN_1690049	NGDN	5.93E-06	1.47	0.000129007	1.28	0.0003495	1.19	9.17E-05	1.25
ILMN_2075189	SLC35F2	5.95E-06	1.64	6.30E-05	1.51	0.00012318	1.31	0.00010883	1.31
ILMN_1778064	FICD	6.33E-06	1.66	9.67E-05	1.44	2.63E-05	1.49	3.35E-05	1.46
ILMN_3249006	LOC100133888	6.38E-06	1.53	0.000378516	1.25	0.00013401	1.33	0.00319074	1.18
ILMN_1804822	SRXN1	8.17E-06	1.68	0.000207531	1.37	4.31E-05	1.40	0.00149433	1.20
ILMN_1656111	MYLIP	8.50E-06	1.50	0.000128227	1.34	0.00308655	1.14	0.00253656	1.15
ILMN_1851492	HS.374278	8.83E-06	1.79	9.67E-05	1.56	3.94E-06	1.77	1.09E-05	1.60
ILMN_1775742	RNF128	9.49E-06	1.79	9.96E-05	1.56	4.82E-06	1.71	3.99E-06	1.75
ILMN_1790577	SLC35F2	1.11E-05	1.76	6.30E-05	1.67	2.26E-05	1.37	1.94E-05	1.36
ILMN_2181125	NAPB	1.15E-05	1.78	9.67E-05	1.60	0.00010424	1.35	4.30E-05	1.41
ILMN_1698258	DNAJC8	1.20E-05	1.40	6.62E-05	1.35	7.58E-05	1.26	1.47E-05	1.36
ILMN_3253456	FNDC3B	1.20E-05	1.47	9.67E-05	1.37	4.67E-05	1.36	1.94E-05	1.43
ILMN_1676625	SS18L1	1.20E-05	1.33	0.000195414	1.21	0.00046902	1.27	0.0005737	1.26
ILMN_2313926	CDC42SE2	1.30E-05	1.88	0.00014186	1.62	1.64E-05	1.62	4.21E-05	1.48
ILMN_1793651	UBE2N	1.30E-05	1.41	0.000546422	1.21	0.00010424	1.26	0.00015267	1.24
ILMN_1772455	HDAC3	1.48E-05	1.56	0.000195414	1.37	2.48E-05	1.43	2.41E-05	1.41
ILMN_1729288	C1QTNF6	1.62E-05	1.38	0.000204053	1.26	0.00101546	1.20	0.00137112	1.19
ILMN_1723467	ITGB1	1.62E-05	1.52	0.000134769	1.40	0.00023226	1.23	0.00310325	1.14
ILMN_1677829	SLC9A6	1.62E-05	1.49	9.67E-05	1.42	8.34E-05	1.35	6.92E-05	1.36
ILMN_1796925	CXADR	1.65E-05	1.39	0.000176204	1.29	6.60E-05	1.25	0.00024823	1.20
ILMN_1759023	WFS1	1.65E-05	1.50	0.000573929	1.26	0.00037137	1.38	0.00060298	1.35
ILMN_1795963	OKL38	1.89E-05	1.43	0.000195414	1.31	4.31E-05	1.33	0.0007572	1.19
ILMN_1728202	TMEM22	2.21E-05	1.17	0.000207531	1.13	0.00018393	1.27	0.00119961	1.19
ILMN_1689327	LOC730534	2.42E-05	1.29	0.000251061	1.20	0.00227629	1.10	0.00038755	1.14
ILMN_1689817	LCOR	2.42E-05	1.57	0.000195414	1.41	0.00186343	1.28	0.00044965	1.38
ILMN_1678087	MAP3K4	2.72E-05	1.43	0.000195414	1.33	0.00130408	1.17	0.00127345	1.18
ILMN_1730118	ZNF644	2.74E-05	1.70	0.00015985	1.57	0.00178777	1.26	0.00018408	1.41
ILMN_1797310	ATP6V1D	3.45E-05	1.43	0.000731793	1.24	0.00023226	1.24	9.04E-05	1.29
ILMN_1744963	ERO1L	4.14E-05	1.66	0.000195414	1.53	1.64E-05	1.65	6.84E-06	1.75
ILMN_1660551	CRAMP1L	4.16E-05	1.15	0.000691137	1.09	0.00142356	1.13	0.00169478	1.12
ILMN_1660063	POLE4	4.44E-05	1.31	0.00043241	1.21	0.00186343	1.17	0.00305862	1.16
ILMN_1685602	TMEM41A	4.50E-05	1.58	0.000188594	1.50	4.24E-05	1.44	5.21E-05	1.41
ILMN_2313901	PAM	5.38E-05	1.28	0.000221667	1.23	0.00069439	1.33	0.00317162	1.24
ILMN_3249240	C4orf46	5.66E-05	1.79	0.000221667	1.64	4.38E-05	1.31	1.94E-05	1.37
ILMN_1788062	SH3GL1	6.05E-05	1.32	0.00014186	1.32	2.47E-05	1.24	5.11E-05	1.20
ILMN_1664449	ALG5	7.03E-05	1.37	0.000573929	1.25	0.00018819	1.19	3.35E-05	1.26
ILMN_2062112	ZC3H15	7.93E-05	1.39	0.000743398	1.25	0.00010424	1.24	3.42E-05	1.30
ILMN_1839719	HS.14555	0.00010717	1.42	0.000643596	1.30	0.00041486	1.21	0.00152039	1.17
ILMN_1738712	GPR180	0.00013275	1.31	0.000306019	1.27	0.00046728	1.27	0.00011658	1.35
ILMN_1724376	C2orf30	0.00014385	1.43	0.00135093	1.27	2.47E-05	1.43	9.58E-05	1.31
ILMN_1679071	MTX3	0.00015638	1.50	0.000365827	1.43	0.0002023	1.22	4.30E-05	1.30
ILMN_1763523	HARS	0.00017557	1.45	0.000546422	1.36	2.93E-06	1.53	3.10E-06	1.54
ILMN_1784206	LOC653308	0.00019577	1.73	0.000151134	1.88	4.31E-05	1.29	3.99E-06	1.47
ILMN_1664920	C19orf12	0.00019924	1.19	0.000691137	1.15	0.00020501	1.24	0.00114725	1.18

ILMN_2218935	GPR37	0.00020269	1.24	0.00128634	1.17	0.00021005	1.30	0.00116767	1.22
ILMN_1765204	ST13	0.00021153	1.36	0.000573929	1.30	0.00074026	1.18	0.00123527	1.17
ILMN_1763634	PEX14	0.00021364	1.27	0.00107602	1.20	0.00320075	1.19	0.00149433	1.23
ILMN_3178302	FNDC3B	0.00023395	1.54	0.00043241	1.49	7.52E-05	1.38	0.00023105	1.31
ILMN_1686750	MGEA5	0.00023395	1.25	0.000771131	1.20	0.00246872	1.15	0.00018777	1.25
ILMN_1784333	SECISBP2L	0.00025849	1.16	0.00072	1.13	0.00275901	1.19	0.00064726	1.26
ILMN_1815261	PDIA4	0.00031693	1.28	0.00121198	1.21	0.00034252	1.15	0.00137112	1.12
ILMN_1802690	GULP1	0.00032271	1.53	0.000236222	1.60	1.23E-06	1.58	6.74E-08	1.80
ILMN_1797728	HMGCS1	0.00032271	1.26	0.000365827	1.27	0.00082734	1.30	0.00029539	1.37
ILMN_1725642	SUMO3	0.00044721	1.65	0.000195414	1.84	4.87E-05	1.37	7.54E-05	1.34
ILMN_1687533	SEMA4D	0.00046152	1.23	0.000611453	1.21	1.27E-05	1.31	0.00026634	1.16
ILMN_2402798	AP2M1	0.00047336	1.14	0.000422921	1.15	8.34E-05	1.18	0.00029539	1.15
ILMN_1787657	CLDN12	0.0004792	1.92	0.000176204	2.34	1.59E-06	2.21	8.93E-08	2.86
ILMN_1748968	ATG10	0.00048086	1.28	0.000221667	1.34	7.88E-05	1.49	0.00016048	1.42
ILMN_1661940	CAMTA1	0.00048236	1.34	0.000689614	1.32	0.00021005	1.27	0.00025356	1.26
ILMN_1671048	ZNF644	0.00048236	1.35	0.000912102	1.30	0.00123178	1.24	0.00048743	1.29
ILMN_1658835	CAV2	0.00056092	1.50	0.000195414	1.69	2.93E-06	1.84	1.76E-06	2.02
ILMN_1735680	TMEM30A	0.00056338	1.24	0.000573061	1.24	0.00024996	1.35	0.00109686	1.27
ILMN_1653134	TMEM188	0.00064754	1.40	0.000576904	1.40	0.00154738	1.24	0.00010179	1.41
ILMN_2412294	GNB5	0.00070519	1.34	0.000573929	1.35	0.00021971	1.36	5.11E-05	1.48
ILMN_2150402	TMEM64	0.00081075	1.26	0.000448929	1.29	0.00088281	1.29	9.58E-05	1.45
ILMN_1807662	IGF2R	0.00098431	1.27	0.000834387	1.27	0.00111808	1.16	0.00029539	1.21
ILMN_1702821	TTLL7	0.00098431	1.17	0.00151808	1.15	0.00111552	1.18	0.00036452	1.22
ILMN_1669905	DCP2	0.00125877	1.59	0.000207531	1.93	2.49E-05	1.42	2.61E-06	1.71
ILMN_1690844	LOC387820	0.00136821	1.14	0.000984295	1.15	0.00011986	1.22	4.30E-05	1.27
ILMN_1803941	TBC1D15	0.00144429	1.24	0.00135093	1.24	4.38E-05	1.18	1.36E-05	1.23
ILMN_1898682	HS.556018	0.00154387	1.31	0.0012044	1.32	0.00111808	1.30	0.00061186	1.34
ILMN_1726720	NUSAP1	0.00159041	1.23	0.00043241	1.30	0.00281738	1.13	5.51E-06	1.44
ILMN_2290118	MEGF9	0.00160762	1.21	0.000546422	1.26	5.08E-05	1.25	5.51E-06	1.39
ILMN_2052891	PKD2	0.00179588	1.29	0.000526815	1.38	0.00192235	1.18	0.00010179	1.31
ILMN_2360730	CAV2	0.00180792	1.43	0.000387847	1.61	5.16E-05	1.50	2.06E-05	1.61
ILMN_1651557	KDELC2	0.00221062	1.30	0.000345266	1.45	1.27E-05	1.43	1.09E-05	1.42
ILMN_1710738	RC3H2	0.00221062	1.21	0.000860356	1.25	0.00037137	1.18	9.46E-05	1.24
ILMN_3306730	RBM47	0.00241768	1.29	0.00105907	1.33	4.31E-05	1.39	3.42E-05	1.40
ILMN_2065783	EXOC2	0.00283124	1.15	0.0003526	1.22	3.02E-05	1.21	5.38E-06	1.29
ILMN_1700915	BMI1	0.00324046	1.21	0.00142522	1.24	0.00016386	1.24	6.48E-05	1.28
ILMN_1723123	FGFR3	0.00328021	1.49	0.000221667	1.94	2.33E-06	1.64	4.21E-08	2.48
ILMN_3224926	RBM47	0.00392855	1.21	0.000402994	1.33	2.59E-05	1.36	3.49E-05	1.33
ILMN_1664608	INPP5A	0.00406363	1.26	0.00043241	1.41	0.00012734	1.34	1.94E-05	1.50
ILMN_1758941	REEP5	0.00406363	1.14	0.000490912	1.22	0.00054967	1.19	9.17E-05	1.27
ILMN_1680130	DYM	0.00471312	1.13	0.000526815	1.20	0.00046349	1.19	0.00051233	1.19
ILMN_1752927	KIAA1600	0.00471312	1.43	0.000387847	1.75	0.00080518	1.15	2.61E-06	1.47
ILMN_1714083	KLHL8	0.00602336	1.18	0.00151808	1.24	0.00080518	1.21	0.00046443	1.24
ILMN_1757732	OSGIN2	0.00700076	1.20	0.0012044	1.28	1.27E-05	1.18	5.38E-06	1.21

* False discovery rate (FDR) adjusted p-value

# Supplementary material for: LRH-1 drives colon cancer cell growth by repressing the expression of the CDKN1A gene in a p53-dependent manner
**Source:** Nucleic Acids Res. 2015 Sep 22;44(2):582–94. doi: 10.1093/nar/gkv948
**Supplement:** SUPPLEMENTARY DATA

Supplementary Table 2. Genes that are down-regulated in HCT116 AND HT29 following LRH-1 siRNA

Probeset ID	Gene Symbol	HCT116 siLRH-1 #1 vs siLuc		HCT116 siLRH-1 #2 vs siLuc		HT29 siLRH-1 #1 vs siLuc		HT29 siLRH-1 #2 vs siLuc	
		p-value*	Fold Change	p-value*	Fold Change	p-value*	Fold Change	p-value*	Fold Change
ILMN_1752582	RAB5B	3.37E-07	-3.36	0.000333337	-1.49	7.90E-06	-2.81	0.00329919	-1.39
ILMN_1680378	RBM45	6.04E-07	-2.10	0.000333337	-1.32	7.90E-06	-1.58	0.00010919	-1.32
ILMN_1789349	UBQLN4	1.18E-06	-1.72	0.000243463	-1.38	1.55E-05	-1.40	3.02E-05	-1.35
ILMN_1698307	DBNL	1.53E-06	-1.51	0.000298317	-1.25	0.00011419	-1.19	0.00193344	-1.11
ILMN_1738989	GOLSYN	1.53E-06	-1.86	0.000358049	-1.33	0.00019037	-1.34	0.00329919	-1.20
ILMN_1715804	PITPNA	4.44E-06	-1.62	0.000943181	-1.21	1.49E-05	-1.44	0.00031127	-1.23
ILMN_1796235	CIRH1A	7.40E-06	-1.39	0.00144366	-1.14	7.43E-05	-1.19	0.00010919	-1.18
ILMN_1680781	C14orf135	1.28E-05	-1.57	0.000462786	-1.29	8.98E-06	-1.47	0.00077146	-1.19
ILMN_1682694	LOC203547	1.37E-05	-1.59	0.00144366	-1.23	0.00011419	-1.51	0.00012203	-1.52
ILMN_1662130	LOC730316	1.37E-05	-1.46	0.000243463	-1.39	0.00040715	-1.23	0.00012938	-1.29
ILMN_1753008	REXO1	1.37E-05	-1.55	0.000333337	-1.33	2.88E-05	-1.40	0.00188335	-1.18
ILMN_1672504	PDXK	1.55E-05	-1.44	0.000298317	-1.30	2.32E-05	-1.30	5.46E-06	-1.38
ILMN_1666933	ASH2L	1.74E-05	-1.21	0.000511344	-1.12	4.25E-05	-1.22	0.00037391	-1.15
ILMN_1684306	S100A4	1.74E-05	-1.23	0.00053437	-1.13	0.00043556	-1.12	6.92E-05	-1.18
ILMN_2044085	RQCD1	1.87E-05	-1.36	0.000432421	-1.22	8.29E-05	-1.34	0.00077146	-1.23
ILMN_1801616	EMP1	1.93E-05	-1.39	0.00036522	-1.25	5.88E-05	-1.26	5.46E-06	-1.40
ILMN_1697218	MED22	2.19E-05	-1.39	0.000298317	-1.31	0.00019037	-1.34	0.00031127	-1.32
ILMN_1811303	NR5A2	3.09E-05	-1.34	0.000426981	-1.23	9.68E-07	-2.52	7.10E-08	-3.47
ILMN_1711005	CDC25A	3.17E-05	-1.30	0.00036522	-1.21	1.74E-05	-1.27	1.04E-05	-1.29
ILMN_3276656	LOC728249	4.42E-05	-1.31	0.00053437	-1.21	0.00274765	-1.22	0.00240613	-1.22
ILMN_1808821	COMMD9	4.72E-05	-1.33	0.000298317	-1.30	6.82E-05	-1.42	0.00037391	-1.30
ILMN_1658830	C10orf26	4.96E-05	-1.52	0.00036522	-1.40	1.03E-05	-1.39	5.46E-06	-1.40
ILMN_2366654	NR5A2	5.12E-05	-1.31	0.000450212	-1.23	3.74E-06	-2.36	1.49E-07	-3.47
ILMN_1693108	RUVBL1	5.17E-05	-1.24	0.000604671	-1.17	0.00136604	-1.13	0.00020649	-1.19
ILMN_1802456	DCTD	5.40E-05	-1.44	0.000367253	-1.34	0.00045672	-1.25	0.00051545	-1.24
ILMN_1721128	TOMM34	6.18E-05	-1.36	0.000298317	-1.34	0.00114211	-1.20	7.64E-05	-1.33
ILMN_3243302	C8orf30B	6.58E-05	-1.49	0.000640568	-1.33	0.00251699	-1.27	0.00121391	-1.32
ILMN_3235808	POM121C	6.61E-05	-1.44	0.000333337	-1.40	0.001405	-1.19	0.00026315	-1.26
ILMN_1656540	RUVBL1	0.00010606	-1.24	0.000761864	-1.17	0.00211344	-1.16	0.00091868	-1.18
ILMN_1721116	USP10	0.00010606	-1.35	0.000640568	-1.26	0.0004698	-1.26	0.00071989	-1.24
ILMN_1672728	KCTD5	0.00016479	-1.46	0.000298317	-1.51	1.77E-05	-1.51	0.0001877	-1.32
ILMN_2047112	RP11-529I10.4	0.00017064	-1.33	0.00053437	-1.28	0.00135057	-1.13	0.00071989	-1.15
ILMN_1776102	PSMD10	0.00026504	-1.22	0.000695377	-1.19	5.88E-05	-1.24	0.00027183	-1.19
ILMN_1713290	GLT8D1	0.00030614	-1.27	0.000843952	-1.23	0.00016916	-1.27	0.00125748	-1.18
ILMN_1728845	SMARCD1	0.00050023	-1.54	0.000298317	-1.76	1.49E-05	-1.42	5.36E-07	-1.79
ILMN_1682783	TUG1	0.00052675	-1.22	0.00053437	-1.23	0.00127383	-1.13	6.92E-05	-1.24
ILMN_1767219	POLR1C	0.00058616	-1.28	0.00144366	-1.24	0.00126828	-1.18	0.00141697	-1.18
ILMN_1708605	LOC652481	0.00099699	-1.21	0.000737322	-1.23	0.00094535	-1.18	0.0001579	-1.25
ILMN_1670028	LPIN2	0.00137847	-1.24	0.00103703	-1.25	4.25E-05	-1.35	5.36E-07	-1.79
ILMN_1693538	STK36	0.00155132	-1.34	0.000479142	-1.46	8.29E-05	-1.20	5.36E-07	-1.49
ILMN_1761969	DERL2	0.00170498	-1.38	0.000843952	-1.44	2.30E-05	-1.40	5.46E-06	-1.52
ILMN_2392674	PRR3	0.001756	-1.28	0.00103703	-1.31	0.00282174	-1.24	0.00192836	-1.26
ILMN_1803398	SRF	0.00309464	-1.31	0.000640568	-1.44	0.00019366	-1.26	1.15E-06	-1.67
ILMN_1668194	LMTK3	0.00454031	-1.10	0.00102618	-1.13	8.29E-05	-1.27	6.35E-05	-1.31
ILMN_3245458	SNORA61	0.00755162	-1.24	0.00118953	-1.35	0.00037278	-1.21	0.00012203	-1.27

* False discovery rate (FDR) adjusted p-value

# Supplementary material for: LRH-1 drives colon cancer cell growth by repressing the expression of the CDKN1A gene in a p53-dependent manner
**Source:** Nucleic Acids Res. 2015 Sep 22;44(2):582–94. doi: 10.1093/nar/gkv948
**Supplement:** SUPPLEMENTARY DATA

Supplementary Table 3. Genes up-regulated in HCT116 cells following LRH-1 siRNA

Probeset ID	Gene Symbol	HCT116 siLRH-1 #1 vs siLuc		HCT116 siLRH-1 #2 vs siLuc	
		p-value*	Fold Change	p-value*	Fold Change
ILMN_1749821	MED28	6.61E-08	2.20	1.42E-05	1.54
ILMN_1775708	SLC2A3	8.41E-08	3.51	3.90E-05	1.87
ILMN_1716053	AK2	2.65E-07	1.40	0.00040	1.12
ILMN_2225577	C5orf37	2.65E-07	1.43	0.00018	1.18
ILMN_3238435	SNORA12	2.65E-07	1.95	0.00018	1.37
ILMN_1697440	PRPF4	5.27E-07	1.33	0.00075	1.09
ILMN_1781285	DUSP1	5.33E-07	1.72	0.00021	1.30
ILMN_2401978	STAT3	9.67E-07	2.43	0.00021	1.60
ILMN_1663618	STAT3	9.67E-07	1.97	0.00035	1.36
ILMN_3237368	LOC644132	9.76E-07	1.73	0.00023	1.32
ILMN_1722894	ZNRD1	1.29E-06	1.44	0.00049	1.15
ILMN_1803279	TMED5	1.50E-06	1.93	0.00018	1.52
ILMN_1675939	IFNGR1	2.33E-06	1.57	0.00043	1.23
ILMN_2188264	CYR61	2.61E-06	1.51	0.00040	1.23
ILMN_1668619	KIAA1467	2.61E-06	1.63	0.00115	1.18
ILMN_2310589	DIABLO	3.45E-06	1.21	0.00113	1.07
ILMN_1799667	KIF4A	3.45E-06	1.34	0.00023	1.20
ILMN_1781097	UBXN4	3.94E-06	1.31	0.00066	1.12
ILMN_2133675	SGSH	4.43E-06	1.32	0.00150	1.10
ILMN_1766573	TERC	4.43E-06	2.13	0.00073	1.38
ILMN_1705116	C6orf85	5.13E-06	1.55	0.00021	1.36
ILMN_1807201	FAM104A	6.03E-06	1.50	0.00034	1.29
ILMN_1803476	KCTD20	6.03E-06	1.55	0.00068	1.22
ILMN_2224143	MCM3	6.03E-06	1.19	0.00020	1.14
ILMN_2054392	PPIL1	6.03E-06	1.29	0.00040	1.16
ILMN_1732410	SLC16A9	6.25E-06	1.38	0.00144	1.13
ILMN_2410986	STAT3	6.25E-06	1.95	0.00052	1.40
ILMN_2412761	MAFG	6.78E-06	1.50	0.00127	1.17
ILMN_3241373	SCARNA18	7.83E-06	1.69	0.00115	1.24
ILMN_2325347	B3GALNT1	8.48E-06	1.80	0.00022	1.58
ILMN_1725485	RGS17	9.45E-06	1.23	0.00076	1.10
ILMN_1708416	ARL6IP1	1.02E-05	1.55	0.00040	1.32
ILMN_1762531	FGF9	1.07E-05	1.44	0.00035	1.29
ILMN_2096322	ADIPOR1	1.11E-05	1.39	0.00058	1.20
ILMN_1736054	SUB1	1.28E-05	1.31	0.00069	1.15
ILMN_1761259	EXT2	1.28E-05	1.22	0.00108	1.10
ILMN_2163306	FAM120A	1.28E-05	1.23	0.00115	1.10
ILMN_1764177	JARID2	1.28E-05	1.42	0.00041	1.26
ILMN_2348975	NASP	1.28E-05	1.25	0.00063	1.13
ILMN_1749011	NECAP2	1.28E-05	1.15	0.00061	1.08
ILMN_1655990	CDK5RAP2	1.39E-05	1.28	0.00043	1.17
ILMN_2330371	TATDN3	1.56E-05	1.40	0.00049	1.23
ILMN_2397231	USP16	1.57E-05	1.28	0.00115	1.12
ILMN_1683096	ASB1	1.60E-05	1.31	0.00103	1.15
ILMN_2231911	AUH	1.60E-05	1.25	0.00068	1.14
ILMN_1685824	B4GALT5	1.60E-05	1.58	0.00022	1.49
ILMN_1707339	BTG3	1.60E-05	1.63	0.00030	1.48
ILMN_1676322	C1orf172	1.60E-05	1.25	0.00115	1.11
ILMN_1712803	CCNB1	1.60E-05	1.44	0.00075	1.22
ILMN_1668507	DDAH1	1.60E-05	1.45	0.00138	1.18
ILMN_3308335	RNU6-1	1.60E-05	1.34	0.00103	1.16
ILMN_2324998	NGDN	1.93E-05	1.36	0.00077	1.19
ILMN_1721713	EXOSC9	2.00E-05	1.15	0.00037	1.11
ILMN_1777106	LRRC57	2.40E-05	1.43	0.00041	1.30

ILMN_1679881	WRN	2.40E-05	1.22	0.00049	1.15
ILMN_1736901	ZDHHHC23	2.40E-05	1.26	0.00034	1.21
ILMN_1875123	HS.572219	2.40E-05	1.46	0.00097	1.23
ILMN_2124471	SLC36A1	2.56E-05	1.45	0.00051	1.28
ILMN_2415911	ENOX2	2.62E-05	1.35	0.00063	1.21
ILMN_1707748	PIM3	2.93E-05	1.26	0.00044	1.18
ILMN_1683127	ZNF281	2.98E-05	1.48	0.00111	1.24
ILMN_2383934	ITGB1	3.09E-05	1.56	0.00037	1.44
ILMN_1657697	SAR1A	3.13E-05	1.47	0.00023	1.45
ILMN_1736510	FOXN2	3.39E-05	1.41	0.00037	1.33
ILMN_1683664	LOC650369	3.41E-05	1.26	0.00079	1.15
ILMN_1776038	UBXN2A	3.41E-05	1.35	0.00060	1.22
ILMN_1750181	TESC	3.41E-05	1.19	0.00047	1.14
ILMN_1806818	MCM3	3.92E-05	1.32	0.00099	1.18
ILMN_1810436	DNAJC27	3.93E-05	1.30	0.00030	1.28
ILMN_1801822	C18orf25	3.96E-05	1.39	0.00049	1.27
ILMN_1652907	CDC5L	4.38E-05	1.23	0.00068	1.15
ILMN_1741171	TM2D2	4.38E-05	1.59	0.00068	1.37
ILMN_1785618	SMTN	4.55E-05	1.50	0.00040	1.41
ILMN_1701681	SEC11C	4.66E-05	1.30	0.00065	1.20
ILMN_1714820	ITGB1	4.79E-05	1.52	0.00040	1.42
ILMN_1711799	C9orf40	5.07E-05	1.22	0.00050	1.16
ILMN_1770803	BNIP2	5.16E-05	1.29	0.00040	1.24
ILMN_1761961	CCDC90A	5.16E-05	1.15	0.00049	1.12
ILMN_1801257	CENPA	5.16E-05	1.24	0.00150	1.12
ILMN_1669523	FOS	5.16E-05	1.35	0.00116	1.19
ILMN_1652434	MTHFD2L	5.16E-05	1.33	0.00105	1.19
ILMN_1669931	TM9SF3	5.17E-05	1.37	0.00073	1.24
ILMN_2403965	TXNDC5	5.17E-05	1.22	0.00103	1.13
ILMN_2354478	CYFIP2	5.42E-05	1.25	0.00035	1.23
ILMN_1801939	CCNB2	5.74E-05	1.29	0.00041	1.24
ILMN_1687074	CDC14B	5.74E-05	1.29	0.00144	1.15
ILMN_1837935	TNPO1	5.75E-05	1.34	0.00073	1.22
ILMN_1802669	PPP3CB	6.36E-05	1.40	0.00063	1.29
ILMN_1698019	LGMN	6.91E-05	1.21	0.00151	1.11
ILMN_2390338	UBE2E3	6.97E-05	1.30	0.00099	1.19
ILMN_2293992	RAB28	7.16E-05	1.32	0.00099	1.20
ILMN_1689336	HOXA10	7.70E-05	1.64	0.00035	1.64
ILMN_1731640	MGC39900	8.00E-05	1.33	0.00048	1.27
ILMN_1737343	FNIP1	8.24E-05	1.32	0.00063	1.24
ILMN_1715175	MET	8.34E-05	1.39	0.00070	1.28
ILMN_1740216	ERCC3	8.45E-05	1.27	0.00040	1.25
ILMN_1777061	ZSWIM6	8.74E-05	1.22	0.00111	1.14
ILMN_1662318	CCDC59	8.81E-05	1.15	0.00061	1.12
ILMN_1659843	DNAJC3	9.36E-05	1.26	0.00103	1.17
ILMN_2099301	UNC84B	9.59E-05	1.45	0.00129	1.26
ILMN_3211857	LOC648822	9.83E-05	1.37	0.00063	1.28
ILMN_1776052	LOC148915	9.91E-05	1.30	0.00040	1.29
ILMN_1746856	RAB21	9.99E-05	1.39	0.00126	1.24
ILMN_2389114	FIGNL1	0.00010	1.32	0.00102	1.21
ILMN_1677765	LRP8	0.00011	1.32	0.00049	1.28
ILMN_1654488	UTX	0.00011	1.23	0.00121	1.15
ILMN_3227263	SLC22A23	0.00011	1.24	0.00115	1.15
ILMN_2187718	COX17	0.00011	1.23	0.00144	1.14
ILMN_1778240	GFOD1	0.00012	1.16	0.00044	1.15
ILMN_1685661	RRP15	0.00012	1.18	0.00150	1.11
ILMN_1779813	FAM96B	0.00012	1.37	0.00115	1.24
ILMN_3307700	SPCS3	0.00013	1.16	0.00040	1.16

ILMN_1655644	ZNF804A	0.00013	1.25	0.00147	1.15
ILMN_1694325	NFIX	0.00013	1.34	0.00101	1.24
ILMN_1681737	TMSB15A	0.00013	1.34	0.00044	1.33
ILMN_1720850	BAZ2B	0.00014	1.18	0.00115	1.12
ILMN_3193306	C14orf109	0.00014	1.24	0.00155	1.15
ILMN_1788108	TXNDC5	0.00015	1.34	0.00065	1.28
ILMN_2320336	CLK3	0.00015	1.26	0.00143	1.17
ILMN_1808768	ROCK1	0.00015	1.37	0.00040	1.39
ILMN_1676629	INSIG2	0.00015	1.40	0.00086	1.30
ILMN_1682110	HOXA10	0.00016	1.26	0.00040	1.28
ILMN_2062381	LCOR	0.00016	1.60	0.00049	1.56
ILMN_1652357	PDHX	0.00016	1.27	0.00099	1.20
ILMN_2089656	C1orf107	0.00017	1.27	0.00055	1.25
ILMN_1742224	SLTM	0.00017	1.19	0.00043	1.19
ILMN_1675797	EPDR1	0.00017	1.64	0.00043	1.66
ILMN_1784602	CDKN1A	0.00018	1.33	0.00040	1.37
ILMN_2400500	LASS2	0.00018	1.42	0.00083	1.33
ILMN_1760849	NETO2	0.00018	1.43	0.00049	1.41
ILMN_1814726	SCARB2	0.00018	1.23	0.00147	1.15
ILMN_1760683	SFRS9	0.00018	1.21	0.00142	1.14
ILMN_1737283	MGC39900	0.00019	1.23	0.00044	1.23
ILMN_1759117	XK	0.00019	1.34	0.00048	1.33
ILMN_1694385	YWHAB	0.00019	1.22	0.00053	1.21
ILMN_1677466	DUSP6	0.00020	1.25	0.00132	1.17
ILMN_2189222	KLHL8	0.00020	1.22	0.00063	1.19
ILMN_3279219	LOC100132457	0.00022	1.17	0.00146	1.12
ILMN_1743130	PTGFRN	0.00022	1.29	0.00120	1.21
ILMN_2415979	KIAA1751	0.00022	1.24	0.00075	1.21
ILMN_2198893	LOC407835	0.00022	1.22	0.00116	1.16
ILMN_1691143	RAB18	0.00022	1.33	0.00068	1.29
ILMN_2058141	HMGN2	0.00023	1.28	0.00049	1.28
ILMN_1798108	C6orf211	0.00023	1.20	0.00115	1.15
ILMN_2354140	NAT5	0.00024	1.19	0.00132	1.14
ILMN_1800912	ZFP106	0.00025	1.27	0.00097	1.22
ILMN_1669553	UBE2E3	0.00026	1.26	0.00144	1.18
ILMN_2169439	ITGAV	0.00028	1.28	0.00124	1.21
ILMN_1711919	SCYL2	0.00031	1.36	0.00136	1.27
ILMN_2167922	TRMT5	0.00031	1.26	0.00065	1.25
ILMN_1802257	PCTP	0.00032	1.25	0.00113	1.20
ILMN_1682930	SIPA1	0.00034	1.20	0.00146	1.15
ILMN_1753639	MTAP	0.00035	1.14	0.00103	1.12
ILMN_1755792	STK38L	0.00035	1.26	0.00088	1.23
ILMN_1728001	SFRS12IP1	0.00035	1.18	0.00099	1.15
ILMN_1711139	VPS37A	0.00035	1.26	0.00130	1.20
ILMN_2373495	H2AFY	0.00037	1.22	0.00049	1.24
ILMN_1724495	SESTD1	0.00038	1.38	0.00077	1.35
ILMN_2194467	SGCB	0.00038	1.20	0.00043	1.23
ILMN_2279961	LAMP2	0.00039	1.25	0.00076	1.23
ILMN_1750880	AMN1	0.00040	1.13	0.00149	1.10
ILMN_1712305	CYBRD1	0.00040	1.26	0.00108	1.22
ILMN_1727194	CALU	0.00041	1.24	0.00059	1.25
ILMN_1728225	KIAA1524	0.00042	1.23	0.00041	1.28
ILMN_1794392	DDX3X	0.00043	1.38	0.00051	1.42
ILMN_1742541	ZNF518A	0.00044	1.21	0.00073	1.20
ILMN_1765332	TIMM10	0.00045	1.18	0.00088	1.16
ILMN_2223903	PPIC	0.00046	1.18	0.00076	1.18
ILMN_3199920	LOC100132352	0.00047	1.20	0.00144	1.16
ILMN_1714167	CYB5A	0.00051	1.21	0.00150	1.16

ILMN_1737025	PLCL2	0.00051	1.19	0.00088	1.18
ILMN_1753342	SAT1	0.00051	1.28	0.00049	1.33
ILMN_2161832	VPS37A	0.00051	1.25	0.00149	1.20
ILMN_2103841	AIP	0.00053	1.22	0.00115	1.19
ILMN_1673026	CHCHD3	0.00053	1.38	0.00113	1.33
ILMN_1738263	PIGU	0.00053	1.23	0.00127	1.19
ILMN_1726786	TNRC6B	0.00054	1.47	0.00053	1.54
ILMN_1714759	CNIH4	0.00054	1.25	0.00150	1.20
ILMN_2285817	FAM89A	0.00054	1.20	0.00101	1.18
ILMN_1741219	RRAGB	0.00054	1.27	0.00133	1.22
ILMN_1654141	ZDHHHC20	0.00061	1.19	0.00139	1.16
ILMN_1787511	THUMPD2	0.00061	1.22	0.00144	1.18
ILMN_1714730	UBE2C	0.00064	1.19	0.00137	1.17
ILMN_1693669	WDR79	0.00067	1.30	0.00122	1.27
ILMN_1703279	CXorf57	0.00067	1.24	0.00045	1.31
ILMN_1683044	PPP1R2	0.00067	1.23	0.00099	1.22
ILMN_2154836	BTG3	0.00068	1.36	0.00075	1.38
ILMN_1786720	PROM1	0.00069	1.21	0.00115	1.19
ILMN_1810962	PTPRK	0.00070	1.24	0.00150	1.20
ILMN_2410864	RAB28	0.00071	1.24	0.00111	1.23
ILMN_1811367	MAT2B	0.00072	1.29	0.00116	1.26
ILMN_1735594	CDC42SE2	0.00080	1.14	0.00139	1.13
ILMN_2054297	PTGS2	0.00080	1.27	0.00113	1.26
ILMN_1731374	CPE	0.00083	1.22	0.00099	1.22
ILMN_1747020	SGK3	0.00085	1.15	0.00113	1.14
ILMN_1783910	TRAF6	0.00085	1.17	0.00115	1.17
ILMN_1778152	FIGNL1	0.00086	1.24	0.00115	1.23
ILMN_1667839	UBR7	0.00087	1.25	0.00108	1.25
ILMN_2043265	ZFP106	0.00089	1.18	0.00150	1.16
ILMN_1655165	RNF138	0.00090	1.20	0.00148	1.18
ILMN_1779147	ENC1	0.00094	1.18	0.00136	1.16
ILMN_2367010	GPR126	0.00094	1.25	0.00082	1.28
ILMN_1740407	CHSY3	0.00094	1.19	0.00073	1.22
ILMN_1723092	CRB3	0.00095	1.31	0.00066	1.37
ILMN_2162989	TMEM189	0.00096	1.27	0.00150	1.24
ILMN_2134555	KCTD3	0.00101	1.15	0.00128	1.14
ILMN_1800220	KCTD3	0.00105	1.23	0.00099	1.24
ILMN_3237946	LOC100134134	0.00105	1.26	0.00147	1.24
ILMN_1897741	HS.137971	0.00105	1.21	0.00097	1.22
ILMN_1667417	RAB23	0.00109	1.19	0.00049	1.26
ILMN_1699489	TUBB6	0.00111	1.23	0.00075	1.26
ILMN_1869087	HS.40289	0.00127	1.35	0.00075	1.42
ILMN_3233388	RELL1	0.00138	1.32	0.00061	1.43
ILMN_1806502	ZNF165	0.00151	1.22	0.00099	1.26
ILMN_1768197	ROD1	0.00162	1.23	0.00048	1.34
ILMN_3290100	LOC645157	0.00187	1.16	0.00148	1.16
ILMN_3302139	LOC729687	0.00190	1.20	0.00111	1.23
ILMN_2079786	NUAK1	0.00193	1.25	0.00147	1.26
ILMN_1785765	TM9SF2	0.00195	1.14	0.00147	1.15
ILMN_2077550	RACGAP1	0.00204	1.24	0.00051	1.35
ILMN_1689274	NIPA1	0.00205	1.25	0.00101	1.30
ILMN_2136455	C3orf64	0.00229	1.29	0.00115	1.34
ILMN_2126706	LMNB1	0.00231	1.20	0.00075	1.26
ILMN_1745365	PKNOX1	0.00231	1.15	0.00073	1.21
ILMN_1698533	IDH3A	0.00237	1.17	0.00150	1.18
ILMN_1677404	RAP2A	0.00238	1.27	0.00142	1.29
ILMN_3244521	LOC283267	0.00240	1.23	0.00150	1.25
ILMN_1734229	SPPL2A	0.00240	1.19	0.00115	1.23

ILMN_2349831	DICER1	0.00251	1.25	0.00102	1.31
ILMN_1700024	UST	0.00255	1.38	0.00053	1.60
ILMN_1691616	LOC727935	0.00263	1.09	0.00115	1.11
ILMN_2047599	TMEM50B	0.00266	1.10	0.00057	1.14
ILMN_1797372	C3orf58	0.00269	1.26	0.00103	1.33
ILMN_1698677	C4orf27	0.00278	1.08	0.00116	1.10
ILMN_1733937	MMD	0.00289	1.20	0.00097	1.26
ILMN_1686097	TOP2A	0.00293	1.16	0.00115	1.19
ILMN_1713759	UBE2J1	0.00294	1.21	0.00073	1.30
ILMN_2238928	RAD51C	0.00296	1.13	0.00127	1.15
ILMN_1751276	BDNF	0.00299	1.18	0.00070	1.26
ILMN_1772316	UNC84A	0.00306	1.20	0.00108	1.26
ILMN_1673673	PBK	0.00322	1.25	0.00060	1.40
ILMN_2219618	LOC90586	0.00323	1.12	0.00097	1.16
ILMN_2233539	SLC39A8	0.00340	1.18	0.00144	1.21
ILMN_1728540	FUNDC1	0.00355	1.10	0.00108	1.13
ILMN_3236346	LOC100132901	0.00355	1.14	0.00144	1.16
ILMN_1730575	GCLC	0.00371	1.15	0.00069	1.23
ILMN_1804351	FZD7	0.00436	1.16	0.00115	1.21
ILMN_1651433	DCK	0.00441	1.17	0.00106	1.23
ILMN_1674344	PARD6G	0.00473	1.22	0.00115	1.30
ILMN_1664855	PPP1R14C	0.00487	1.36	0.00057	1.65
ILMN_2365881	ATG16L1	0.00527	1.16	0.00115	1.22
ILMN_2038775	TUBB2A	0.00531	1.12	0.00127	1.16
ILMN_2093027	MYO1B	0.00568	1.14	0.00115	1.20
ILMN_3242038	GPX8	0.00576	1.15	0.00073	1.25
ILMN_2068435	ZNF700	0.00582	1.14	0.00075	1.23
ILMN_1710428	CDC2	0.00669	1.29	0.00151	1.39
ILMN_1660723	RDH13	0.00707	1.14	0.00113	1.21
ILMN_2224907	C4orf34	0.00717	1.13	0.00065	1.23
ILMN_1788019	LAMA2	0.00744	1.20	0.00103	1.31
ILMN_3251317	RER1	0.00757	1.12	0.00138	1.17
ILMN_2072541	RAB11FIP2	0.00792	1.19	0.00126	1.28
ILMN_2199947	REV3L	0.00834	1.12	0.00099	1.19
ILMN_1666739	RBM15	0.00840	1.13	0.00144	1.18
ILMN_1801403	DCUN1D4	0.00852	1.12	0.00150	1.16

* False discovery rate (FDR) adjusted p-value

# Supplementary material for: LRH-1 drives colon cancer cell growth by repressing the expression of the CDKN1A gene in a p53-dependent manner
**Source:** Nucleic Acids Res. 2015 Sep 22;44(2):582–94. doi: 10.1093/nar/gkv948
**Supplement:** SUPPLEMENTARY DATA

Supplementary Table 4. Genes down-regulated in HCT116 cells following LRH-1 siRNA

Probeset ID	Gene Symbol	HCT116 siLRH-1 #1 vs siLuc		HCT116 siLRH-1 #2 vs siLuc	
		p-value*	Fold Change	p-value*	Fold Change
ILMN_2111918	C14orf135	1.33E-07	-1.56	0.00013	-1.20
ILMN_1687315	RXRA	3.75E-07	-1.64	0.00013	-1.27
ILMN_1701514	TRAF3IP2	6.09E-07	-1.28	0.00013	-1.14
ILMN_1675709	ARFGAP1	7.03E-07	-1.30	0.00033	-1.12
ILMN_1695792	CUL4A	7.03E-07	-1.62	0.00013	-1.30
ILMN_1757882	PPP1R16A	7.03E-07	-1.84	0.00020	-1.31
ILMN_1732049	DPM2	1.15E-06	-2.36	0.00152	-1.26
ILMN_1771841	FOSL1	1.15E-06	-1.77	0.00014	-1.37
ILMN_2311537	HMGA1	1.37E-06	-1.63	0.00071	-1.20
ILMN_1740395	RAVER1	1.37E-06	-1.92	0.00043	-1.33
ILMN_1662852	IQCK	1.50E-06	-1.46	0.00016	-1.24
ILMN_2399497	RFXANK	1.50E-06	-1.47	0.00016	-1.25
ILMN_3236244	C1orf174	1.71E-06	-2.11	0.00102	-1.29
ILMN_3233930	LOC390557	2.27E-06	-1.23	0.00033	-1.12
ILMN_1794692	DNMT3B	2.77E-06	-1.48	0.00016	-1.29
ILMN_2210729	STYXL1	2.77E-06	-1.27	0.00013	-1.20
ILMN_2328972	DNMT3B	3.08E-06	-1.91	0.00014	-1.56
ILMN_1707137	C17orf97	3.44E-06	-1.67	0.00076	-1.24
ILMN_1651358	HBE1	3.74E-06	-1.80	0.00102	-1.26
ILMN_1695311	HLA-DMA	4.28E-06	-1.34	0.00098	-1.13
ILMN_1784985	PRRT3	4.88E-06	-1.53	0.00043	-1.27
ILMN_1815878	C11orf59	5.15E-06	-1.30	0.00067	-1.14
ILMN_2331163	CUL4A	5.15E-06	-1.43	0.00043	-1.23
ILMN_1794501	HAS3	5.15E-06	-2.36	0.00013	-2.04
ILMN_1748625	TCEAL4	5.15E-06	-1.24	0.00043	-1.13
ILMN_2212354	WDR46	5.73E-06	-1.37	0.00076	-1.16
ILMN_1760718	ZMIZ2	6.51E-06	-1.69	0.00100	-1.26
ILMN_2179726	C16orf93	6.91E-06	-1.56	0.00098	-1.22
ILMN_1681972	TMEM69	7.94E-06	-1.94	0.00095	-1.36
ILMN_1797181	LOC93622	9.00E-06	-1.40	0.00095	-1.17
ILMN_1751984	PRKAG1	9.00E-06	-1.25	0.00033	-1.17
ILMN_1651735	TGOLN2	9.00E-06	-1.23	0.00057	-1.12
ILMN_1804117	FAM89B	1.00E-05	-1.54	0.00079	-1.24
ILMN_1651832	EHD1	1.03E-05	-1.41	0.00097	-1.18
ILMN_1685124	TCTN1	1.03E-05	-1.40	0.00079	-1.19
ILMN_1799579	CCDC51	1.07E-05	-1.32	0.00128	-1.13
ILMN_1758831	RNF31	1.07E-05	-1.44	0.00076	-1.21
ILMN_1757437	UMPS	1.09E-05	-1.33	0.00084	-1.16
ILMN_1668760	HAS3	1.14E-05	-1.52	0.00093	-1.24
ILMN_1759232	IRS1	1.20E-05	-1.29	0.00045	-1.18
ILMN_1660067	LOC728285	1.20E-05	-1.55	0.00057	-1.31
ILMN_1739813	HYAL1	1.36E-05	-1.60	0.00014	-1.54
ILMN_3238785	SNHG9	1.38E-05	-1.33	0.00095	-1.16
ILMN_1723709	C9orf116	1.39E-05	-1.32	0.00043	-1.21
ILMN_1657475	GALT	1.41E-05	-1.25	0.00076	-1.13
ILMN_2185339	LRTOMT	1.43E-05	-1.36	0.00136	-1.15
ILMN_1724941	CDCP1	1.55E-05	-1.33	0.00057	-1.20
ILMN_1655635	METTL3	1.69E-05	-1.62	0.00028	-1.49
ILMN_1814022	NR1H3	1.69E-05	-1.25	0.00057	-1.16
ILMN_3290340	LOC100132032	1.71E-05	-1.21	0.00108	-1.10
ILMN_2355042	CLUAP1	1.90E-05	-1.30	0.00056	-1.19
ILMN_1687092	KBTBD4	2.29E-05	-1.34	0.00055	-1.23
ILMN_1763568	ZDHHC16	2.29E-05	-1.26	0.00102	-1.14
ILMN_1738027	BRCA1	2.37E-05	-1.39	0.00106	-1.19

ILMN_1667257	SDHB	2.37E-05	-1.31	0.00076	-1.18
ILMN_2325112	C22orf40	2.41E-05	-1.33	0.00146	-1.15
ILMN_1686664	MT2A	2.41E-05	-1.51	0.00055	-1.34
ILMN_1669394	EI24	2.45E-05	-1.24	0.00071	-1.15
ILMN_2348146	ERCC8	2.76E-05	-1.13	0.00071	-1.08
ILMN_1764927	CDC42EP1	2.76E-05	-1.38	0.00071	-1.24
ILMN_1735199	CIAPIN1	3.36E-05	-1.25	0.00154	-1.12
ILMN_1813625	TRIM25	3.39E-05	-1.32	0.00071	-1.21
ILMN_1713732	ABL1	3.50E-05	-1.32	0.00043	-1.26
ILMN_1690982	DDT	3.50E-05	-1.28	0.00073	-1.18
ILMN_1876266	GJA3	3.50E-05	-1.37	0.00071	-1.24
ILMN_1691425	LOC1L	3.50E-05	-1.43	0.00150	-1.21
ILMN_3238751	PMS2L4	3.61E-05	-1.23	0.00115	-1.12
ILMN_3206827	LOC100131737	3.69E-05	-1.49	0.00095	-1.28
ILMN_1755711	C17orf68	3.87E-05	-1.48	0.00128	-1.25
ILMN_1752406	LOC642282	4.50E-05	-1.44	0.00102	-1.25
ILMN_1704024	TMEM160	4.52E-05	-1.33	0.00112	-1.18
ILMN_1737475	ABHD11	4.52E-05	-1.18	0.00149	-1.09
ILMN_2408039	EEF1D	4.68E-05	-1.14	0.00115	-1.08
ILMN_1669362	IGFBP6	4.68E-05	-1.37	0.00136	-1.20
ILMN_1678934	POLR1E	5.00E-05	-1.26	0.00079	-1.17
ILMN_1780987	RFXANK	5.11E-05	-1.39	0.00033	-1.38
ILMN_2365544	NHP2	6.68E-05	-1.20	0.00096	-1.13
ILMN_2363489	BRE	6.71E-05	-1.36	0.00106	-1.22
ILMN_1771697	VRK3	6.71E-05	-1.50	0.00150	-1.27
ILMN_1722239	TIMM8A	7.02E-05	-1.29	0.00042	-1.27
ILMN_1796968	INTS5	7.05E-05	-1.28	0.00043	-1.24
ILMN_1759766	CTXN1	7.70E-05	-1.27	0.00115	-1.17
ILMN_1803945	HCP5	7.70E-05	-1.23	0.00106	-1.15
ILMN_3237584	LOC100133489	7.70E-05	-1.27	0.00128	-1.16
ILMN_3244323	LOC148413	8.02E-05	-1.19	0.00152	-1.11
ILMN_1750273	RPL23AP7	8.02E-05	-1.40	0.00076	-1.29
ILMN_1744308	DHX33	8.57E-05	-1.38	0.00043	-1.36
ILMN_1746232	KITLG	8.57E-05	-1.38	0.00071	-1.29
ILMN_1774974	CLUAP1	8.91E-05	-1.24	0.00102	-1.16
ILMN_1701621	SCO2	9.50E-05	-1.31	0.00092	-1.21
ILMN_1713901	KDEL3	0.00012	-1.33	0.00136	-1.21
ILMN_1701134	PTEN	0.00012	-1.17	0.00071	-1.14
ILMN_1798177	CHURC1	0.00014	-1.22	0.00043	-1.22
ILMN_1718309	COX15	0.00014	-1.23	0.00079	-1.18
ILMN_2323801	MOCS1	0.00014	-1.32	0.00071	-1.28
ILMN_2048982	ZBTB25	0.00014	-1.17	0.00102	-1.12
ILMN_1722820	KDEL3	0.00014	-1.44	0.00042	-1.47
ILMN_1710598	SKI	0.00014	-1.18	0.00033	-1.20
ILMN_1796210	PPRC1	0.00016	-1.38	0.00033	-1.44
ILMN_1774083	TRIAP1	0.00016	-1.25	0.00082	-1.19
ILMN_1695946	TRNP1	0.00016	-1.29	0.00088	-1.22
ILMN_1797933	MRPL17	0.00017	-1.22	0.00095	-1.17
ILMN_1653367	TAF12	0.00017	-1.37	0.00057	-1.36
ILMN_1730940	KLHDC3	0.00017	-1.23	0.00146	-1.15
ILMN_2043615	C17orf90	0.00020	-1.17	0.00155	-1.11
ILMN_1714861	CD68	0.00020	-1.20	0.00136	-1.14
ILMN_1754126	SH2D5	0.00023	-1.25	0.00117	-1.18
ILMN_2345837	CLTA	0.00023	-1.16	0.00043	-1.18
ILMN_1762071	C17orf80	0.00025	-1.39	0.00108	-1.30
ILMN_1739345	C11orf48	0.00026	-1.26	0.00057	-1.26
ILMN_1652331	KCTD5	0.00035	-1.17	0.00076	-1.16
ILMN_1738529	BCS1L	0.00037	-1.20	0.00139	-1.15

ILMN_1772888	LOC645688	0.00037	-1.20	0.00105	-1.16
ILMN_1651886	CWF19L1	0.00042	-1.23	0.00145	-1.18
ILMN_3223126	TYMP	0.00042	-1.24	0.00105	-1.21
ILMN_1657111	C14orf78	0.00042	-1.26	0.00082	-1.24
ILMN_3248758	LOC728934	0.00045	-1.23	0.00079	-1.22
ILMN_2201533	C17orf61	0.00045	-1.24	0.00135	-1.19
ILMN_1691156	MT1A	0.00046	-1.22	0.00071	-1.23
ILMN_1687430	EIF2B4	0.00048	-1.11	0.00149	-1.09
ILMN_2347068	MKNK2	0.00048	-1.37	0.00071	-1.39
ILMN_1752478	DHRS3	0.00051	-1.19	0.00096	-1.18
ILMN_1746686	POLR1C	0.00054	-1.25	0.00102	-1.22
ILMN_3181420	HMGXB4	0.00056	-1.24	0.00100	-1.22
ILMN_3215008	LOC644153	0.00056	-1.14	0.00139	-1.11
ILMN_3242091	NCRNA00094	0.00057	-1.32	0.00071	-1.34
ILMN_2381121	UQCC	0.00062	-1.23	0.00080	-1.23
ILMN_1806122	CHD8	0.00065	-1.30	0.00149	-1.25
ILMN_3229570	LOC729500	0.00068	-1.17	0.00106	-1.15
ILMN_1698934	CMTM7	0.00071	-1.19	0.00071	-1.22
ILMN_1815158	GPS2	0.00075	-1.15	0.00114	-1.14
ILMN_1745570	KLK7	0.00080	-1.25	0.00098	-1.25
ILMN_2113807	MYL2	0.00080	-1.14	0.00076	-1.15
ILMN_1692785	KLHL21	0.00086	-1.16	0.00136	-1.15
ILMN_1740487	CMTM7	0.00088	-1.21	0.00071	-1.24
ILMN_1736340	ANGEL2	0.00089	-1.28	0.00071	-1.32
ILMN_1709032	FYCO1	0.00089	-1.39	0.00050	-1.55
ILMN_1785095	ATP6V0E2	0.00098	-1.25	0.00148	-1.23
ILMN_1815519	EPN2	0.00098	-1.31	0.00076	-1.36
ILMN_1795026	FAM189B	0.00100	-1.27	0.00076	-1.31
ILMN_1862018	ATXN7L3	0.00103	-1.25	0.00056	-1.34
ILMN_1778032	SURF6	0.00103	-1.12	0.00076	-1.13
ILMN_1736814	CLNS1A	0.00104	-1.21	0.00095	-1.22
ILMN_1820244	HS.535360	0.00106	-1.24	0.00071	-1.29
ILMN_1788347	KIAA1737	0.00112	-1.26	0.00076	-1.31
ILMN_2168347	EPOR	0.00117	-1.23	0.00079	-1.26
ILMN_1651506	NCOA6IP	0.00120	-1.24	0.00095	-1.26
ILMN_1724479	NR2C2	0.00120	-1.12	0.00128	-1.12
ILMN_1660292	MRPS21	0.00123	-1.22	0.00071	-1.28
ILMN_1680618	MYC	0.00127	-1.26	0.00091	-1.29
ILMN_2385220	DFFA	0.00131	-1.18	0.00095	-1.20
ILMN_1688725	UTP14A	0.00158	-1.20	0.00082	-1.24
ILMN_2158003	KIAA1683	0.00159	-1.13	0.00106	-1.14
ILMN_1794707	ATHL1	0.00167	-1.15	0.00093	-1.18
ILMN_1776490	C17orf53	0.00167	-1.18	0.00149	-1.18
ILMN_1743049	PWP1	0.00168	-1.10	0.00071	-1.13
ILMN_2051867	PTCD2	0.00168	-1.16	0.00071	-1.21
ILMN_2063168	MALL	0.00184	-1.19	0.00056	-1.29
ILMN_1753819	RFFL	0.00189	-1.29	0.00149	-1.29
ILMN_1657002	OR51B5	0.00203	-1.24	0.00057	-1.36
ILMN_1693352	MRPL20	0.00207	-1.14	0.00111	-1.16
ILMN_1733757	LOC374395	0.00221	-1.18	0.00079	-1.24
ILMN_3248076	LOC100131266	0.00227	-1.18	0.00149	-1.19
ILMN_2097858	KIAA1737	0.00282	-1.26	0.00149	-1.29
ILMN_1691090	MPV17	0.00284	-1.19	0.00148	-1.21
ILMN_1808500	CEP68	0.00304	-1.17	0.00095	-1.22
ILMN_2164081	KLHL12	0.00337	-1.23	0.00149	-1.27
ILMN_2110908	MYC	0.00348	-1.17	0.00113	-1.21
ILMN_1796461	PRSS8	0.00348	-1.16	0.00095	-1.21
ILMN_1664861	ID1	0.00360	-1.23	0.00120	-1.28

ILMN_1662848	TXNDC15	0.00367	-1.17	0.00113	-1.22
ILMN_1661220	TRIM16	0.00381	-1.18	0.00146	-1.21
ILMN_2340877	MEN1	0.00423	-1.23	0.00076	-1.35
ILMN_1653797	C6orf62	0.00484	-1.22	0.00136	-1.28
ILMN_1712887	SLC10A3	0.00505	-1.25	0.00128	-1.33
ILMN_2227533	ABHD14B	0.00510	-1.20	0.00102	-1.28
ILMN_1755974	ALDOC	0.00510	-1.16	0.00113	-1.22
ILMN_1748908	PROSC	0.00527	-1.07	0.00071	-1.11
ILMN_1746561	BCL2L2	0.00538	-1.13	0.00113	-1.18
ILMN_2366998	CHTF8	0.00561	-1.14	0.00079	-1.23
ILMN_1734762	OPA3	0.00561	-1.16	0.00071	-1.27
ILMN_3251629	EIF4A1	0.00600	-1.20	0.00128	-1.27
ILMN_1673450	DDN	0.00672	-1.16	0.00136	-1.22
ILMN_1811102	LRSAM1	0.00707	-1.22	0.00057	-1.43
ILMN_2307032	OSBPL5	0.00767	-1.14	0.00102	-1.21

* False discovery rate (FDR) adjusted p-value

# Supplementary material for: LRH-1 drives colon cancer cell growth by repressing the expression of the CDKN1A gene in a p53-dependent manner
**Source:** Nucleic Acids Res. 2015 Sep 22;44(2):582–94. doi: 10.1093/nar/gkv948
**Supplement:** SUPPLEMENTARY DATA

Supplementary Table 5. Genes up-regulated in HT29 cells following LRH-1 siRNA

Probeset ID	Gene Symbol	HT29 siLRH-1 #1 vs siLuc		HT29 siLRH-1 #2 vs siLuc	
		p-value*	Fold Change	p-value*	Fold Change
ILMN_1754489	FBXL20	2.68E-05	1.31	6.15E-05	1.20
ILMN_1717099	DSCR3	5.20E-05	1.49	0.00022	1.28
ILMN_1713505	NPC1	5.20E-05	1.27	1.85E-05	1.33
ILMN_1741371	TMEM8	5.20E-05	1.52	4.62E-05	1.52
ILMN_1741264	MRPS33	7.97E-05	1.22	0.00016	1.15
ILMN_1669502	E2F3	0.00011	1.22	0.00020	1.15
ILMN_1699598	AP2M1	0.00014	1.19	0.00080	1.10
ILMN_2243308	ACVR1B	0.00014	1.29	0.00035	1.21
ILMN_3247802	BAT2L	0.00014	1.16	0.00070	1.10
ILMN_3244065	C9orf69	0.00014	1.23	0.00011	1.22
ILMN_2261973	DPH3	0.00014	1.47	0.00051	1.28
ILMN_1656196	E2F6	0.00014	1.32	0.00048	1.21
ILMN_1768101	HOXB6	0.00014	1.51	0.00007	1.57
ILMN_1767662	LASS6	0.00014	1.24	0.00008	1.26
ILMN_3248803	LOC729680	0.00014	1.51	0.00009	1.51
ILMN_1737426	PCMTD1	0.00014	1.39	0.00013	1.37
ILMN_1746368	SELT	0.00014	1.29	0.00006	1.34
ILMN_1655595	SERPINE2	0.00014	1.49	0.00284	1.20
ILMN_1838320	ONECUT2	0.00015	1.35	0.00051	1.24
ILMN_1703688	RASA2	0.00015	1.29	0.00196	1.15
ILMN_1708934	ADM	0.00018	1.19	0.00014	1.19
ILMN_1678998	LRRC14	0.00018	1.20	0.00325	1.09
ILMN_1691237	CAP2	0.00018	1.30	0.00044	1.22
ILMN_1754234	ZMYND11	0.00018	1.22	0.00007	1.26
ILMN_2186216	GOLPH4	0.00019	1.24	0.00127	1.14
ILMN_2086105	SPRY4	0.00019	1.24	0.00021	1.21
ILMN_2121408	HBEGF	0.00020	1.27	0.00330	1.13
ILMN_1655229	SLC7A11	0.00020	1.49	0.00164	1.28
ILMN_1761363	VAMP4	0.00020	1.22	0.00046	1.17
ILMN_1652797	FAM174B	0.00024	1.29	0.00031	1.26
ILMN_1682781	TEAD2	0.00024	1.16	0.00006	1.22
ILMN_3267670	LOC100130550	0.00025	1.15	0.00051	1.12
ILMN_1790891	CKAP4	0.00026	1.31	0.00016	1.33
ILMN_2311020	DNAJC12	0.00028	1.42	0.00042	1.35
ILMN_1689046	FLJ20273	0.00030	1.38	0.00016	1.43
ILMN_1717056	TXNRD1	0.00030	1.29	0.00124	1.20
ILMN_1723412	ASCL2	0.00033	1.27	0.00020	1.28
ILMN_1761086	VPS54	0.00036	1.27	0.00285	1.16
ILMN_1724148	ORAI1	0.00036	1.14	0.00021	1.15
ILMN_1735220	CAV2	0.00038	1.37	0.00029	1.37
ILMN_2185884	DHRS4	0.00038	1.16	0.00030	1.16
ILMN_1720303	OSTM1	0.00038	1.31	0.00018	1.35
ILMN_1667670	SLC25A15	0.00038	1.28	0.00011	1.36
ILMN_1714461	RNF14	0.00046	1.21	0.00331	1.13
ILMN_1728305	PUM2	0.00046	1.10	0.00007	1.14
ILMN_1772692	DICER1	0.00047	1.31	0.00006	1.53
ILMN_1742109	DNAJC19	0.00051	1.16	0.00038	1.16
ILMN_2096191	AASDHPPT	0.00052	1.58	0.00233	1.37
ILMN_1768719	RDH11	0.00055	1.22	0.00036	1.23
ILMN_2067607	TMEM106B	0.00055	1.28	0.00021	1.33
ILMN_1866887	HS.294103	0.00055	1.20	0.00331	1.12
ILMN_1727633	PVRL3	0.00059	1.20	0.00318	1.13
ILMN_2306955	ACPL2	0.00062	1.23	0.00006	1.40
ILMN_2398926	C17orf58	0.00062	1.28	0.00005	1.58

How the deposited data were processed for this re-analysis (not part of the article)

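Gene expression was measured on 12 Illumina HumanHT-12 v4 arrays of HCT116 cells, 4 each with siLUC, siLRH-1 #1 and siLRH-1 #2, at 5 nM siRNA and 24 h after transfection. According to the authors' methods, the images were pre-processed in GenomeStudio, probes with a detection p above 0.05 in all samples were removed, and the log2 values were quantile-normalized in Partek before they were deposited. These log2 values, 1 column per array, were used as deposited. The plan was to start from the non-normalized signals, but the labels give none of the 24 signal and detection columns of that table to a sample, so it was not used here. Quantile normalization makes the distribution of values alike on all arrays, so a change of most transcripts in one direction would not be seen. Array medians, correlations and principal components were checked. The first principal component held 36.2% of the variance and the second 19.3%, and 0 arrays were identical. The number of arrays limits the precision.

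Of 16381 probes, 9910 carried 1 gene symbol in the platform table, 4 several and 6467 none. Of the last, 72 were named from the paper's tables and 6395 stayed unnamed. Those tables hold only probes the authors called changed, so the gene counts and list tests favour changed members to that extent. The gene IDs of 9904 probes were found in a RefSeq table, which changed 0 symbols. Tests of gene lists used the brightest probe of each of 7520 genes. Some genes the paper names were not analysed here, NR5A2, YWHAB, PCTP, SLC10A3, NR0B2, NRIP1, NR0B1 and PROX1 among them.

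A linear model with 3 groups was fitted to each probe with limma 3.58.1 in R 4.3.3, with 9 residual and 14.6 prior degrees of freedom, and the comparisons were each siRNA with siLUC and the siRNAs with each other. P values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The rule of a call with both siRNAs was tested on simulated data with 200 changed probes in each of 5 runs. It recovered 38.5% of changes of 1.2-fold and 100% of those of 1.5-fold, and 0.126% of its calls were false. Each changed probe had the same change with both siRNAs, and the noise was independent between arrays. Probes changed by 1 siRNA alone were not simulated, so this share of false calls need not hold for the real arrays. The list tests used camera with a preset correlation of 0.01 and, as an alternative, an estimated one, and a one-sided Fisher's exact test, adjusted over lists. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.

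The comparisons, most alternative settings, 20 gene lists with 690 genes and the rule for the genes named were fixed before the data were examined, but after the supplementary tables of the paper, with their fold changes and p values, had been read. The rule takes every gene the paper names for these arrays, the 12 largest rises and 12 largest falls with both siRNAs on all knockdown arrays, up to 4 members of each list and the 5 largest differences between the siRNAs in each direction. Outside the rule, CAV2, ASNS, DNAJC3, LMNB1, CENPF, TIGAR, FBXO22, GDF15, ZMAT3, FAS, BBC3, GADD45A, DUSP5, DUSP6, FOS and the genes that changed in opposite directions were chosen after their values were seen. The lists were G1/S and DNA replication, G2/M and mitosis, p53 targets, endoplasmic reticulum stress, transport between the endoplasmic reticulum and Golgi, proteasome, LRH-1 targets in other tissues, Wnt and β-catenin targets, interferon response, cholesterol synthesis, metallothioneins, immediate early genes, homologous recombination, ribosome biogenesis, respiratory chain, enterocyte differentiation, LRH-1 co-regulators, fibroblast markers, leukocyte markers and reference genes. Of these, 1 list, the proteasome, had no measured member. In each of the other lists some genes were not measured, so the counts and tests cover the measured genes alone.

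Of these settings, those run were the replicate number as a block, each probe's own variance, the 8 arrays of each comparison alone, array weights, an adjusted p under 0.01, each array left out in turn, an estimated correlation in camera and the mean of a gene's probes. Settings chosen after the data were seen were a mean log2 value of at least 7, 16 added before log2, an intensity trend in limma, 2 arrays left out together, and 2 sets of arrays as a block or one at a time. Background correction, filters on detection, median scaling of the signals, blocks by slide and matches to the siRNA seeds were planned and not run.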

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

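The tests in this part were all planned, and the same rule for a lone array was applied to 249 groups of 4 arrays.

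In 17 of these groups 1 array lay far from the other 3, where chance gives about 1 in 20. With siLRH-1 #1 replicate 3 this was so for CCND3 (log2 8.39, the others between 8.90 and 9.00), DCP2 (9.33), LRRC8A (8.47), CFDP1 (10.33) and FAM3C (8.42). With siLRH-1 #2 replicate 1 it was so for CCND3 (11.35), DCP2 (10.08), EPDR1 (10.21) and PROSER1 (7.27), and with siLRH-1 #2 replicate 2 for MS4A1 (6.23). In siLUC replicate 2 it was so for CNOT11 (10.29), CFDP1 (10.46), FAM3C (10.07) and PROSER1 (9.04), in replicate 3 for HDAC3 (9.19) and DNMT3B (8.04), and in replicate 4 for DDX10 (9.92).

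The paper does not report a test of the difference in expression between the siRNAs on these arrays. In all, 2068 probes differed between them (956 higher and 1112 lower with siLRH-1 #1), and 8 probes changed in opposite directions against siLUC. The count of 2068 fell to 1299 without siLRH-1 #2 replicate 1 and to 1302 without siLRH-1 #1 replicate 3. The 8 were probes of HCCS, LRRC8A, PROSER1, CPLX1 and ATXN7L3B, which rose with siLRH-1 #1 and fell with siLRH-1 #2, and of F3 and an unnamed transcript, which did the reverse. LRRC8A lost both calls with each probe's own variance (adjusted p = 0.125 and 0.152). CCND3, a D-type cyclin, had a log2 fold change of −2.17 with siLRH-1 #1 and −0.12 with siLRH-1 #2, a difference of −2.05 (adjusted p = 7.73e-10 from limma). Among probes with a gene name, the other largest differences lower with siLRH-1 #1 were FAM3C (−1.76), LASP1 (−1.61), CNOT11 (−1.24) and HADHA (−1.23). Those higher with siLRH-1 #1 were ADAM19 (1.30), CFDP1 (1.24), DYNLRB1 (1.23), PROSER1 (1.19) and LRRC8A (1.10). Metallothioneins, a family the paper does not discuss, had a median log2 change of −0.36 with siLRH-1 #2.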

How the results depend on the processing

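The alternatives here that were chosen after the data were seen are the mean of at least 7, 16 added before log2, the intensity trend, 2 arrays left out together and the sets of arrays. No result changed its direction past the threshold. With array weights, with 16 added, with an intensity trend and with only the 8 arrays compared, each count stayed within 1.5 times. With the replicate number as a block, counts were 2758, 899 and 504 for siLRH-1 #1, #2 and both, and the numbers do not pair the arrays (r of same-numbered arrays between −0.04 and 0.04).

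With each probe's own variance, siLRH-1 #2 changed 367 probes and both siRNAs 301, with 274 genes. At an adjusted p under 0.01 the counts were 1715 with siLRH-1 #1, 466 with #2, 257 with both and 220 genes, and 1194 probes differed between the siRNAs, by construction fewer. With an estimated correlation 0 of the 7 list calls held, and with a mean log2 of at least 7 there were 3. Without siLUC replicate 2 and siLRH-1 #2 replicate 1 together, 229 probes changed with siLRH-1 #2, 169 with both and 142 genes, 1289 differed, and the correlation of the siRNAs was 0.586. With a block for 2 sets of arrays, 1428 changed with siLRH-1 #2, with a correlation of 0.324. Within the set of 5 arrays 351 and 273 changed, 55 with both and 48 genes, 975 differed, 70 changes of named genes were called and 69.1% rose. Within the set of 7, 366 changed with siLRH-1 #2, 147 with both and 130 genes, 991 differed, 4 list calls were made, 66.7% rose and the correlation was 0.310. Fewer arrays were fitted within sets, and the groups with 1 array there are assumed to vary like the others. The cause of the other shifts was not tested.

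With each array left out in turn, siLRH-1 #1 changed 2350 to 2800 probes, #2 498 (without its replicate 1) to 957, both 305 (without siLUC replicate 2) to 551 and 259 to 448 genes. Between the siRNAs 1299 (without siLRH-1 #2 replicate 1) to 2055 differed, 126 to 135 changes of named genes and 5 to 8 list calls were made, and 54.7% to 60.4% rose. Probes near the dim end of the scale limit what can be detected. Background correction, detection filters, median scaling and slide blocks were not run.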

Differences from the paper's values

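In the main setting no count or percentage that was compared differed from the paper's by more than 1.5 times. The probes and tests behind these totals were not the same, as the values below show. Close totals therefore do not mean that the same probes were called. No fold change differed by more than the standard error. Under some other settings the counts did differ by more than 1.5 times, such as 301 probes and 274 genes with each probe's own variance. The paper's counts of probes changed by LRH-1 knockdown and of genes changed by LRH-1 knockdown are 597 and 576, against 531 and 436 here. The paper's tabulated adjusted p were smaller than those computed here with each probe's own variance, by the median ratios given among the other observations. Limma's adjusted p, given elsewhere in the text, can be smaller than the tabulated ones, as for E2F5 with both siRNAs. Of the paper's 597 probes, 356 were among those analysed here, and all of these moved in the paper's direction with both siRNAs. At the paper's stated threshold of an adjusted p under 0.05, 306 of them were called here, and 225 probes called here were outside the paper's tables. With each probe's own variance, a setting fixed before the data were examined, 301 probes were called and all were in the paper's tables, 268 of them shared with the calls made here. That setting therefore calls probes of the paper that limma's moderated test does not. Of 104 fold changes of named genes compared, the largest difference was 0.00593 on the log2 scale, and 0 differed by more than the standard error.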

Other observations

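The tests chosen only after their result was seen are those of mislabelling on probes called without the array, of equal probe means, of a common factor, of the sets as a block, and both tests of the tabulated p.

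Immediate early genes, which respond to growth factor signalling, moved in both directions. Of 28 measured, 5 rose with both siRNAs, 2 fell and 21 did not pass (5 and 3 when adjusted over the list alone). By a one-sided Fisher's exact test the adjusted p = 0.00493. This test was not matched on probe brightness, and changed genes were brighter than others. DUSP1, a phosphatase that inactivates MAP kinases, rose by 0.78 and 0.38 on the log2 scale, CCN1 by 0.59 and 0.30 and FOS by 0.44 and 0.26, with DUSP5 and DUSP6 also higher, while FOSL1 and MYC fell. Camera did not call this list (adjusted p = 0.128 and 0.646). Of 6 metallothioneins, which bind metal ions, 0 rose and 2 fell with both siRNAs (0 and 2 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.175). MT2A fell by 0.59 and 0.42 and MT1A by 0.29 and 0.30. The MT1A probe was named only through the paper's tables of changed probes. The list median was −0.24 and −0.36 (camera, adjusted p = 0.0680 and 0.000247, and adjusted p = 0.181 with an estimated correlation for siLRH-1 #2).

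Of 20 genes of homologous recombination, BRCA1 fell by 0.47 and 0.25, while NBN rose by 0.43 and 0.20 and FANCC by 0.20 and 0.26. The other 17 did not pass with both siRNAs (2 rose and 1 fell when adjusted over the list alone). Of 20 interferon response genes 1 rose, the RNA sensor IFIH1 (0.24 and 0.25). Of 7 measured markers of enterocyte differentiation 1 rose, CA2, a carbonic anhydrase (0.29 and 0.53). Of 6 LRH-1 co-regulators 1 rose, the histone deacetylase HDAC3 (0.64 and 0.46). Of 20 measured genes of the respiratory chain 1 fell, COX15 (−0.30 and −0.24). Of 52 listed genes of ribosome biogenesis 16 were measured, and 0 of these passed in limma with both siRNAs. Of the 16, 1 rose and 1 fell when adjusted over the list alone, and 4 were at an unadjusted p under 0.05 with both. The paper lists members of ribosome biogenesis as lower (WDR46, POLR1E and UTP14A among them) or higher (EXOSC9 and RRP15). Members that were not measured could not be counted here. Among 4 fibroblast markers, 6 leukocyte markers and 6 reference genes 0 passed in limma, and 0 at an unadjusted p under 0.05 with both. None of these 9 lists was called by camera. Without siLUC replicate 2 a call was lost for NBN, FANCC, IFIH1 and CA2 (adjusted p = 0.136, 0.0679, 0.115 and 0.0664), and without siLRH-1 #2 replicate 1 for BRCA1 and COX15 (adjusted p = 0.0568 and 0.0771). The call of NBN with siLRH-1 #2 was also lost with the replicate number as a block in limma (adjusted p = 0.0537).

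In each group 1 array lay apart from the other 3: siLUC replicate 2, siLRH-1 #1 replicate 3 and siLRH-1 #2 replicate 1. Mislabelling has the tables against it, since on probes called in a fit without the array 0 of the 3 were closer to another group than to their own (r with the own group 0.662, 0.868 and 0.915), while the same count of 0 on probes called with all arrays decides nothing, as the labels chose those probes. A search of 2035 splits of the arrays, made after these arrays were seen and after a scan of 64 combinations by another score that ranked the same sets at 54, found a set of 5 (siLUC 2, siLRH-1 #1 replicate 3, siLRH-1 #2 replicates 2, 3 and 4) and a set of 7 with nearly equal probe means. The median absolute difference was 0.00263, against at least 0.0283 in every other split into these sizes. Probe means may thus have been made equal within the data without regard to the siRNA, a hypothesis tested on the values that raised it, and no biological explanation was tested. If so, the fold changes that involve siLRH-1 #2, and the p of the main fit, which has no block for these sets, would be distorted. The set of 5 holds 1 siLUC, 1 siLRH-1 #1 and 3 siLRH-1 #2 arrays. As siLUC and siLRH-1 #1 have equal numbers in each set, a shift by set would cancel from the fold changes of siLRH-1 #1 against siLUC. With a block for the sets 2816 probes changed with siLRH-1 #1, against 2813 without it. With such a block 1428 probes changed with siLRH-1 #2 instead of 936, and the correlation of the siRNAs was 0.324 instead of 0.467.

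More probes changed with siLRH-1 #1 (2813) than with siLRH-1 #2 (936). A common change with 1 factor for all probes has the tables against it, since at least 869 probes departed from each factor tried. So have a single array (the ratio of counts was at least 2.51 with any 1 left out), a larger spread with siLRH-1 #2 (variance of the changes less noise 2.50 times as large with siLRH-1 #1) and the sets of arrays as the whole cause (ratio 1.97 with the sets as a block). Within the set of 5 the counts with the siRNAs were closer to each other, and within the set of 7 they were further apart. Neither can decide the question, since the set of 5 holds 1 siLUC and 1 siLRH-1 #1 array and the set of 7 holds 1 siLRH-1 #2 array. A difference in knockdown that does not act on all genes by the same factor, or other targets of the siRNAs, may account for it, and neither was tested.

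Of 43 G2/M genes, 8 rose with both siRNAs and 1 fell, and the list's median was above 0 with each. For the list's medians, probe brightness has the tables against it. They lay at percentile 100 of 10000 random lists matched on it for each siRNA. So has a deviation of a single siLUC array or a pair as the whole cause, as the lowest median over 6 pairs was 0.079. Over the pairs the median ranged from 0.079 to 0.143 with siLRH-1 #1 and from 0.135 to 0.170 with siLRH-1 #2. Part of the rise may thus depend on the control arrays. A deviation shared by more of them would enter every pair, so it was not decided. The knockdown, as the condition of the design, may underlie it, as a hypothesis. With an estimated correlation the list's calls with both siRNAs were lost, and that with siLRH-1 #1 was also lost without siLUC replicate 2 or 4 or siLRH-1 #1 replicate 1 or 2 (adjusted p = 0.0982, 0.0572, 0.0594 and 0.0789), with array weights (adjusted p = 0.0509), at a mean log2 of at least 7 (adjusted p = 0.0735) and with the sets of arrays as a block or one at a time.

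With the ordinary model of 3 groups, which uses each probe's own variance, p adjusted over the tested probes were larger than those tabulated in the paper. The median ratio was 16.4 for siLRH-1 #1 and 38.0 for siLRH-1 #2. For each siRNA, 9 combinations of list and model were tried. With the ordinary model of 3 groups, 59.6% and 30.3% of tabulated p lay within 10% when adjusted over all listed probes, 70.8% and 31.2% over those of 1 direction, and 98.6% and 90.2% over those of each supplementary table. With other models at most 3.65% did. Adjustment over each table may therefore be how they were made, a hypothesis picked as the best of the 9 after they were seen; that over all listed probes was not decided.

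Other splits of the arrays were counted for each comparison. For siLRH-1 #1 against siLUC 1 of 35 splits, the real one, called as many as 2813 probes and the highest other called 0. For siLRH-1 #2 it was also 1 of 35 (936, highest other 1), for the difference between the siRNAs 1 of 35 (2068, highest other 0), and for both siRNAs 1 of 100 drawn splits (531, highest other 0). Each share is under 0.05, but 35 splits cannot give a p below 0.0286, and the splits do not take the sets of arrays with equal probe means into account.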
